# Differential Expression of Cell Wall Remodeling Genes Is Part of the Dynamic Phase-Specific Transcriptional Program of Conidial Germination of *Trichoderma asperelloides*

**DOI:** 10.3390/jof8080854

**Published:** 2022-08-15

**Authors:** Maggie Gortikov, Elizabeta Yakubovich, Zheng Wang, Francesc López-Giráldez, Yujia Tu, Jeffrey P. Townsend, Oded Yarden

**Keywords:** conidial germination, mycoparasite, cell wall remodeling, chitinase, glucanase, chitin synthase, glucan elongase, Congo Red

## Abstract

The nature of saprophytic and mycoparasitic hyphal growth of *Trichoderma* spp. has been studied extensively, yet its initiation via conidial germination in this genus is less well understood. Using near-synchronous germinating cultures of *Trichoderma asperelloides*, we followed the morphological progression from dormant conidia to initial polar growth to germling formation and to evidence for first branching. We found that the stage-specific transcriptional profile of *T. asperelloides* is one of the most dynamic described to date: transcript abundance of over 5000 genes—comprising approximately half of the annotated genome—was unremittingly reduced in the transition from dormancy to polar growth. Conversely, after the onset of germination, the transcript abundance of approximately a quarter of the genome was unremittingly elevated during the transition from elongation to initial branching. These changes are a testimony to the substantial developmental events that accompany germination. Bayesian network analysis identified several chitinase- and glucanase-encoding genes as active transcriptional hubs during germination. Furthermore, the expression of specific members of the chitin synthase and glucan elongase families was significantly increased during germination in the presence of *Rhizoctonia solani*—a known host of the mycoparasite—indicating that host recognition can occur during the early stages of mycoparasite development.

## 1. Introduction

Spores are reproductive units of prokaryotic and eukaryotic organisms, including algae and protozoa, lower vascular plants, and even a subset of animals, produced to propagate their genetic material [1]. Many members of the fungal kingdom can produce sexual and/or asexual spores in an astonishing variety of shapes, sizes, and other features adapted to specific lifestyles and the requirements for dispersal or persistence in different environments [2]. The fungal asexual spore—or conidium—is a nonmotile, walled, predominantly-haploid cell, usually generated by mitosis from a parent cell. Asexual spore production is a critical stage in the life cycle of fungi, serving as the primary means for dispersion, infection, and survival under adverse conditions [1,3].

Conidial germination is composed of a sequence of events that convert the resting propagule into a rapidly growing germ tube from which the mycelium will be formed by subsequent elongation and branching [4]. It differs from later hyphal growth in the marked dependence of each conidium on its stored reserves for metabolism. Physiologically, it is characterized by transformation of a conidium from a stage of low to one of high metabolic activity [5]. Despite its low metabolic activity, the dormant conidium has been shown to be transcriptionally active [6]. The morphological progression of conidial germination has been divided into four main stages, whose intervening transitions between have been associated with metabolic shifts: (1) dormant conidia, (2) evidence for polar growth, (3) doubling of the long axis of the conidium, and (4) evidence for first branching [7].

Once germination is triggered, numerous metabolic activities, including respiration, RNA and protein synthesis, breakdown of stored carbohydrates, and remodeling of the cell wall, are enhanced [1,8]. These activities are accompanied by an increase in intracellular osmotic pressure, followed by water uptake, causing the conidium to swell. This isotropic swelling is the first morphological change that can be observed during conidial germination and is concomitant with the initiation or intensification of numerous metabolic activities. The next developmental phase involves establishment of polarity and the formation of a germ tube. The production of a germ tube that is as broad as it is long has been used to define the transition point between this phase and the following steps of vegetative growth: hyphal elongation and branching [4,9].

Conidial germination has been studied in a variety of ascomycete filamentous fungi, including *Aspergillus niger* [10], *A. fumigatus* [11], *Fusarium gramineraum* [12], and *Neurospora crassa* [7,13]. These filamentous fungi all undergo similar morphological processes during germination. However, the conditions under which every fungus germinates are varied phenotypically, temporally, and genetically. Furthermore, at least some features of germination can be affected by the environmental conditions that were prevalent during conidiogenesis [6].

*Trichoderma* spp. are filamentous–ascomycete fungi of the family Hypocreaceae [14,15]. Fungi of this genus are ubiquitous, highly adaptable, and are found worldwide. *Trichoderma* spp. are among the most prevalent culturable fungi and are frequently isolated from forests or agricultural soils. They have also been found in the rhizosphere, on dead and rotting wood, and in association with other fungi [16]. Members of the genus *Trichoderma* have also been found in association with marine sponges and other aqueous environments, in air and settled dust, as plant endophytes, and as organisms opportunistically infecting humans [17,18,19,20,21].

Lifestyles of *Trichoderma* spp. are diverse and versatile, and, while saprotrophy, necrotrophy, and biotrophy have been the major traditional nutritional modes that have been referred to, evidence for hemibiotrophy has also been documented [17,22,23]. As saprotrophs, some *Trichoderma* species contribute to the degradation of plant debris, wood, and bark, and have been used for industrial production of cellulases and hemicellulases [24]. As necrotrophs, many *Trichoderma* species live in parasitic relationships, feeding on a living host, usually as mycoparasites of other fungi. To this end, species such as *T. asperellum*, *T. atroviride*, *T. virens*, and *T. harzianum* have been used as biological control agents of plant pathogens, such as *Alternaria alternata*, *Botrytis cinerea*, *Sclerotinia sclerotiorum*, *Rhizoctonia solani,* and others [25].

The mycoparasitic abilities of *Trichoderma* are complex, involving the detection of the target host through chemotropism, lysis of the host’s cell wall, hyphal coiling around the host, penetration by appressorial formation, production of cell-wall-degrading enzymes, and consumption of the contents of the host cell [14,26]. These highly developed mycoparasitic properties of *Trichoderma* spp. have been harnessed as a biological control agent in agriculture. In addition, their capacity to produce large quantities of lytic enzymes and antimicrobial secondary metabolites has made the genus industrially important and well-studied. Over 50 Trichoderma-based biofungicide formulations have been developed, and the genus now accounts for 60% of the fungi used as biological control agents globally [17,27,28].

While much attention has been paid to the processes of host detection and hyphal coiling, not much is known concerning the interaction between *Trichoderma* with its potential hosts in their early pre-parasitic association. Specifically, information regarding the dynamic process of germination of the mycoparasite in the presence of the host is lacking. The initial point of mycoparasite contact occurs at the cell wall of the host, which modulates fungal interactions [23]. The cell wall is an essential component of the fungal cell, providing strength, structure, and protection against environmental stress [29,30]. The conidial cell wall is composed of polysaccharides, proteins, lipids, and pigments. Predominant components include glucans, chitin, chitosan, and glycosylated proteins. Glucan and chitin are synthesized by plasma-membrane-associated glucan synthases and chitin synthases, respectively, while cell wall glycoproteins are synthesized by ER-associated ribosomes. In concert with the biosynthetic protein machinery, an array of glycosyl hydrolases participate in shaping and remodeling the fungal cell wall [31].

During the transition from isotropic growth to polarized growth, and then to germ- tube formation and elongation, the conidial cell wall undergoes significant modifications [9,32]. To perform these modifications, most fungal genomes encode multiple chitin synthases. Some chitin synthases have been demonstrated to function in specific cell types or during restricted phases of the cell cycle [32]. This multiplicity and specificity is exemplified by the eight chitin synthases of *T*. *atroviride*, which have been identified and demonstrated to be differentially expressed during germination and hyphal elongation, as well as differentially affected by the intercalating dye Congo Red [33]. The presence of multiple glycosyl hydrolases—many of them conserved—is also common in fungal species. Members of glycosyl hydrolase family 72 are among the best-characterized cell wall remodeling enzymes. These GPI-anchored enzymes execute an essential role in cell wall biogenesis; for example, β-(1,3)-glucanosyltranferases (GELs) are a major functional component of β-(1,3)-glucan processing [34,35,36,37], and their involvement in conidial germination has also designated some of them as potential targets for antifungals [38].

One of the intensively studied *Trichoderma* spp. strains is *T. asperelloides* T203. This strain was formerly identified as *T. asperellum*, and prior to that as *T. harzianum*, and is a cryptic sister species to *T. asperellum* [39]. These two species belong to the section Trichoderma, which contains several other prominent mycoparasitic species, such as *T. atroviride*, *T. gamsii*, and *T. hamatum*. The host range of *T. asperelloides* T203, along with traits involved in host recognition and some of the interactions between this mycoparasite and its hosts, has been analyzed [40,41]. These studies were largely devoted to characterizing the activity of enzymes involved in cell wall degradation/remodeling. Importantly, the potential to use *T. asperelloides* T203 for biocontrol has been extensively tested in the greenhouse, as well as in the field [42].

In this study, we analyzed the transcriptional profile of the recently sequenced *T. asperelloides* strain T203 [43] (whose genetic attributes are summarized at https://mycocosm.jgi.doe.gov/vista_embed/?organism=Triasper1 (accessed on 5 July 2022). Moreover, we assessed the degree of dynamism of transcript abundance during germination of this species. Examining the changes occurring in genes encoding cell wall remodeling proteins, we elucidated how the transcription of at least some members of the chitin synthase and glucan elongase families are affected by the presence of *R. solani*, a potential host of the mycoparasite.

## 2. Materials and Methods

### 2.1. Strains and Culturing Conditions 

*Trichoderma asperelloides* strain T203 [43] and *Rhizoctonia solani* TP6 [44] were cultured on Potato Dextrose agar or broth (PDA or PDB, respectively. Difco Laboratories, Detroit, MI, USA) at 28 °C. Conidia of *T. asperelloides* strain T203 were harvested from 5–7-day-old cultures. Conidia were harvested from three 90 mm diameter Petri dishes by adding 5 mL of cold sterile double deionized water (DDW) to each dish. Conidia were released by brief shaking with glass beads and collected by filtration through a gauze pad layered over a funnel. The conidial suspension was centrifuged at 4000 rpm for 5 min, and the conidial pellet was washed twice with 30 mL cold DDW. Conidial suspensions were incubated overnight at 4 °C and then conidial density was calculated using a hemocytometer and adjusted to a concentration of 5 × 10^6^ conidia/mL. To facilitate the harvesting of conidia and germlings cultured on PDA, presterilized 40-µm pore cellulose membranes (Life Technologies, Carlsbad, CA, USA) were placed over the solid medium prior to spreading the inoculum. Plates were inoculated by spreading 50 μL of the adjusted conidial suspension and incubated at 28 °C for the required periods. For growth in PDB, conidial suspensions were first rehydrated as described above. The PDB medium (50 mL) was inoculated to a final concentration of 5 × 10^6^ conidia/mL. Cultures were incubated at 28 °C, at 160 rpm, for the required time. When necessary, Congo Red (Sigma, St. Louis, MO, USA),) was added to PDB medium at the desired concentration prior to autoclaving. Cultures were sampled every hour and examined by light microscopy (EVOS FL Auto Cell Imaging System—Life Technologies, Carlsbad, CA, USA) for timing fresh conidia, polar growth, doubling of the long axis, and first hyphal branching. The timing experiment was repeated three times.

To analyze germination in the presence of a potential host of the mycoparasite, *R. solani* was first cultured on PDA for 5–7 days. *R. solani* plates were overlaid with sterile cellulose membranes, inoculated with 50 μL of adjusted conidial suspensions of *T. asperelloides*, and incubated at 28 °C. Cultures were sampled after a range of intervals (within 0–48 h) and examined by light microscopy.

### 2.2. Isolation of Nucleic Acids, RT-PCR, and RNASeq

RNA was isolated from *T. asperelloides* cultures after freezing in liquid nitrogen and grinding to a powder using a mortar and pestle, using the TRIzol reagent and the 1- Bromo-3-chloropropane (BCP, Sigma Aldrich) method, as previously described [45]. RNA samples were further purified with the RNA Clean and ConcentratorTM-5 kit (Zymo Research, Irvine, CA, USA) and treated with DNase (RNase-Free DNase Set, Qiagen, Hilden, Germany) according to the manufacturer’s instructions. RNA yield and quality were assessed using the Synergy™ HTX Multi-Mode Reader (Biotek, Winooski, VT, USA) and verified using gel electrophoresis.

For RT-PCR, RNA was reverse transcribed using the High-Capacity cDNA Reverse Transcription kit (Applied Biosystems, Waltham, MA, USA). Transcript abundance was determined using a Step One Plus RealTime PCR (Applied Biosystems, Waltham, MA, USA) apparatus using gene-specific primers (Table 1) under standard reaction conditions as previously described [46]. To estimate the relative amounts of transcripts in each sample, we calculated 2^−^^ΔΔCT^, where ΔΔCT is the ΔCT of the test sample and −ΔCT of the calibrator sample, and ΔCT is the difference between the cycle threshold (CT) of the gene of interest and the reference gene. Translation elongation factor 1α (tef1α) was used as a reference gene.

To prepare cDNA samples for RNAseq, mRNA was purified from approximately 200 ng of total RNA with oligo-dT beads and sheared by incubation at 94 °C in the presence of Mg (Roche Kapa mRNA Hyper Prep Catalog # KR1352). Further, first-strand cDNA-tailing was performed with dUTP to generate strand-specific sequencing libraries. Indexed libraries were quantified by qRT-PCR using a commercially available kit (Roche KAPA Biosystems Cat # KK4854). The quality of cDNA samples was verified with a bioanalyzer (Agilent Technologies 2100; Agilent Technologies, Santa Clara, CA, USA). In total, 12 libraries were constructed from the four developmental stages, each with 3 biological replicates. Ten libraries passed initial quality control and were sequenced. Basic statistics, such as total reads sequenced and mapping rates, are summarized in Table S1. The cDNA samples were sequenced at the Yale Center for Genomics Analysis (YCGA). The libraries underwent 101-bp single-end sequencing using an Illumina HiSeq 2500 in Rapid Run Mode according to Illumina protocols. Adapter sequences, empty reads, and low-quality sequences were removed. Reads were trimmed using fastp v0.21.0 [47] using default parameters. Trimmed reads were aligned to the *Trichoderma asperelloides* T203 v1.0 genome from GenBank [43] using HISAT2 v2.1, indicating that reads correspond to the reverse complement of the transcripts and reporting alignments tailored for transcript assemblers. Alignments with a quality score below 20 were excluded from further analysis. Reads were counted for each gene with StringTie v1.3.3 and the Python script prepDE.py provided in the package. StringTie was limited to report reads that matched the reference annotation. Transcriptomics data and experiment details were made available (GSE207066) at the GEO database (https://www.ncbi.nlm.nih.gov/geo/ (accessed on 5 July 2022). Genome-wide gene expression was profiled across all four sampled conidial germination stages using Deseq2 [48] LOX v1.6 [49]. Differentially expressed genes (DEGs), including downregulated and upregulated genes, were identified between stages based on the LOX measurement, and a gene expression difference with a LOXP value < 0.05 was deemed statistically significant. Functional enrichment analysis for DEGs significantly up- or downregulated during the conidial germination was based on the GO term annotation of the genome *T. asperelloides* using *T. asperellum* as a key reference. Significant enrichment of GO terms was identified using Fisher’s Exact Test, adjusted with the Benjamini–Hochberg procedure [50] to *p* < 0.05.

### 2.3. Bayesian Network Prediction for Functional Genes Groups during Conidial Germination

Functional annotation was based on the JGI fungal genome database. Additional functional annotations were obtained by comparing *T. asperelloides* with the extensively studied and annotated genome of *T. asperellum*. *T. asperelloides* homologs were identified using OrthoLoger [51]. Bayesian gene networks were generated to reveal gene interactions, associations, and regulatory modules involved in conidial germination in *T. asperelloides*. Biological networks were modeled for selected genes of interest using the Bayesian Network Web Server [52]. Input files consisted of fold changes between adjacent sample points across the four time points of the experiment. Fold changes between stages were calculated from LOX measurements of conidial germination on PDA using change in expression over the minimum expression between the stages, as previously described [53,54]. Global structure-learning settings were retained at default settings. The models depicted were the 50% majority consensus of 100 models (selection threshold set to 0.5; the 100 highest-scoring networks were averaged), without imposing any structural constraints. Edges with posterior probability higher than 0.5, based on the consensus of 100 models, were present in the figures.

## 3. Results

### 3.1. Phenotypic Characteristics of Germinating T. asperelloides Strain T203

Germination of rehydrated conidia of *T. asperelloides* on PDA overlaid with a cellophane membrane was monitored over time. Conidial swelling—characterized by an isotropic increase in size—continued for five to seven hours in a near-synchronous manner (Figure 1A,B). During the course of this transition between resting and fully swollen conidia, the average conidium diameter increased from 2.4 µm to 4.75 µm (Figure 1C). Once fully swollen, germ tubes emerged from the conidia. By nine to twelve hours, most conidia (90%) produced hyphae that exceeded the diameter of the conidium in length. The first branching of the hyphae was observed after twelve hours.

### 3.2. Changes in Gene Expression during Germination of T. asperelloides Strain T203

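RNA from cultures of *T. asperelloides* T203 on potato dextrose agar at 28 °C was measured in 10 libraries. Dormant conidia (stage 1), germinated conidia (stage 3) and first branching (stage 4) had 3 replicates each, and polar growth (stage 2) had 1. The authors aligned the reads with HISAT2 and counted them per gene with StringTie, and the resulting gene counts, not scaled to library size, covered 11166 genes. Total counts ranged from 15498842 in the polar growth library to 34601201 in replicate 3 of the germinated conidia. Counts were normalized by TMM, a scaling that corrects for libraries in which a few genes take many of the counts, and are given as TMM-normalized counts per 1000000 counts (CPM), as mean ± SD over the replicates of a stage. Of these genes, 10083 had enough counts for the quasi-likelihood test of edgeR, in which genes with a Benjamini-Hochberg adjusted p under 0.05 were called. Because polar growth had 1 library, its spread was assumed to be that of the other stages. Where a gene had no count in a stage, its fold change is a lower bound against a floor of 3 counts over the libraries of that stage, which covers counting error only. Replicates 1 and 2 of the dormant conidia had a correlation across genes of 0.998 in log2 CPM, and replicate 3 had a correlation of 0.885 with either of them. In the other stages the correlations between replicates lay between 0.984 and 0.993. Genes are not independent replicates. The chi-square per degree of freedom, near 1 if counts differ by counting error alone, was 3.49 between dormant conidia replicates 1 and 2. It was 57.7 to 222 between replicates of the other stages, and 681 and 646 with dormant conidia replicate 3. Replicates 1 and 2 were thus the closest pair, and without replicate 3 they alone give the spread of dormant conidia. Table S1 gives a read length of 75 or 76 bp per library, with both lengths among the replicates of stages 1, 3 and 4, and the methods give 101 bp. The reads had been trimmed before they were counted.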

We used RNA sequencing to determine the extent of changes in transcript abundance during the four phases of conidial germination. 

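Among the called genes with the largest rises from dormant conidia to polar growth were a fatty acid desaturase and an amino acid transporter, and among those with the largest falls were a hydrophobin and a xanthine dehydrogenase. The desaturase gene_9974 had 1.90 ± 0.258 CPM (SD, n = 3) in dormant conidia and 521 CPM in polar growth, a log2 fold change of 8.10 (standard error 0.23, adjusted p = 3.11e-07 from edgeR). The amino acid transporter gene_7654 rose from 0.547 ± 0.206 to 214 CPM (log2 fold change 8.58, standard error 0.43, adjusted p = 2.13e-06 from edgeR). The hydrophobin gene_9450, a member of a family of proteins that coat fungal surfaces, had 462 ± 32.0 CPM in dormant conidia and no count in polar growth, which is at least 2080-fold lower. The export protein Nce102 (gene_10392), with 403 ± 34.5 CPM in dormant conidia, was at least 1820-fold lower. The xanthine dehydrogenase gene_1361, an enzyme of purine breakdown, had 957, 952 and 79.1 CPM in the 3 dormant conidia replicates and was at least 2990-fold lower. Of 237 tested transporters of the major facilitator superfamily and sugar transporters, 97 fell and 10 rose (91 and 10 when adjusted over the list alone). Without dormant conidia replicate 3, 125 fell and 21 rose. The list as a whole was lower in polar growth by the camera test (adjusted p = 2.79e-05), but not with an estimated correlation between genes (adjusted p = 0.495 with an estimated correlation). Over all genes tested by edgeR, 2251 rose and 2633 fell. When dormant conidia replicate 3, which stood apart from the other 2, was left out, 2732 rose and 3547 fell. With library size alone in place of TMM, 1182 rose and 3993 fell, and the median log2 fold change of all tested genes was -1.96 in place of -0.93. With only the libraries of these 2 stages in the test, 1680 rose and 1666 fell. Within the 76 bp libraries, with a spread from dormant conidia replicates 1 and 2 alone, 3489 rose and 4795 fell, and polar growth had no 75 bp library.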

Among the levels of expression of a total of 11,166 genes that were measured (Figure 2; Table S2), 7932 genes exhibited significant downregulation (*p* < 0.05; exhibiting lower transcript abundance) and 2152 genes were significantly “upregulated” (exhibiting higher transcript abundance) from stage one to stage two (dormant conidia to polar growth). 

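Of the abundant genes that had risen by polar growth, some had higher and some lower means in germinated conidia, none of them past the test. Tubulin alpha (gene_3263), a subunit of microtubules, was at 762 CPM in polar growth and 1018 ± 70.6 CPM (SD, n = 3) in germinated conidia. The septin gene_7538, a member of a family of cytoskeletal proteins that form rings at septa, was at 150 and 232 ± 26.8 CPM. The ribosomal protein L9 of the large subunit (gene_3020) was at 7743 and 13970 ± 5470 CPM. The heat shock protein gene_6150, of the HSP70 family of chaperones, was at 7970 and 9019 ± 1040 CPM. The chitinase gene_6105 went the other way, at 396 and 341 ± 73.5 CPM. The median log2 fold change of all tested genes was 0.02, so that these examples do not show a general rise. No gene passed an adjusted p of 0.05 in either direction, with 0 calls by edgeR and 0 by DESeq2, and 129 genes were higher and 114 lower at an unadjusted p under 0.05 from edgeR. In simulated counts with the spread of all 10 libraries and 200 genes changed, 0 of 100 genes changed 4-fold were recovered. From stage 1 to 2 the same simulation recovered 1 of 100, yet smaller changes were called there in the real counts (log2 fold change 1.09 for gene_4268). The simulation therefore does not tell which changes were detectable with 1 polar growth library. Within the 76 bp libraries, 2033 genes rose and 2217 fell, but the spread in that test came from dormant conidia replicates 1 and 2 alone.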

From stage two to stage three (polar growth to germinated conidia), 3184 genes exhibited significant downregulation and 2174 genes exhibited significant upregulation. From stage three to stage four (germinated conidia to first branching), 2182 genes exhibited significant downregulation and 4305 genes exhibited significant upregulation.

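Among the genes with higher values in first branching than in germinated conidia were glucanases and a nucleoside phosphorylase. The glucanase gene_3949, of glycoside hydrolase family 16, had 55.9 ± 22.9 CPM (SD, n = 3) in germinated conidia and 161 ± 71.2 CPM (SD, n = 3) in first branching. The glucanase gene_3866 of the same family had 133, 85.6 and 67.2 CPM in the first branching replicates and 21.1 to 40.4 CPM in those of germinated conidia. The purine and uridine phosphorylase gene_1239, which acts in nucleoside salvage, had 0.532, 7.41 and 18.8 CPM in the germinated conidia replicates, a mean of 8.92 CPM (3.97 CPM without replicate 3), and 88.9 ± 52.2 CPM in first branching. None of these passed the test over all genes in edgeR (adjusted p = 0.39 for gene_3949 and 0.411 for gene_1239), while DESeq2 called gene_3949 (log2 fold change 1.45, adjusted p = 0.0128), gene_3866 (adjusted p = 0.00625) and gene_1239 (log2 fold change 3.23, adjusted p = 0.0369). With a term for the read length edgeR called gene_1239 as well (log2 fold change 3.68). Of 43 tested glucanases, 0 were called by edgeR over all genes, 4 rose when adjusted over the list alone, and 4 rose in DESeq2. The glucanase list was higher by the camera test (adjusted p = 0.0219), but not with an estimated correlation (adjusted p = 0.598 with an estimated correlation) or without dormant conidia replicate 3 (adjusted p = 0.0623). By camera with only the libraries of stages 3 and 4 it was higher (adjusted p = 0.0146). Of 103 cytosolic ribosomal proteins none was called by either tool, and the list as a whole was lower by camera (median log2 fold change -0.25, adjusted p = 2.58e-16; adjusted p = 0.374 with an estimated correlation). Over all genes edgeR called 0 up and 0 down, DESeq2 called 142 up and 10 down, and at an unadjusted p under 0.05 from edgeR 690 were higher and 149 lower. With a term for the read length edgeR called 96 up and 0 down. With the libraries of stages 3 and 4 alone edgeR called 0 up and 0 down. Leaving out 1 of these libraries was a choice made after seeing the data. It gave 116 up and 3 down without first branching replicate 1, 26 up without germinated conidia replicate 2, and 0 without any other. Within the 75 bp libraries edgeR also called 0, and within the 76 bp libraries, on the spread of dormant conidia replicates 1 and 2 alone, 2277 up and 1718 down.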

Among the 2152 genes whose expression was upregulated from dormant conidia to commencement of polar growth, only 1214 genes were stage-specific to this transition (Figure 2). Similarly, 862 genes were stage-specifically upregulated in the transition from polar growth to elongation of the germ tube, and 2961 genes were stage-specifically upregulated during elongation to the first branching of the germlings. 

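Because edgeR called no gene from stage 2 to stage 3 or from stage 3 to stage 4, all 2251 genes that rose and all 2633 that fell from stage 1 to stage 2 counted as specific to that transition. With DESeq2, 2240 genes rose only from stage 1 to stage 2, 0 only from stage 2 to stage 3 and 134 only from stage 3 to stage 4, and 3097, 0 and 5 genes fell only in these transitions. At an unadjusted p under 0.05 from edgeR, 2384, 84 and 631 genes were higher in only 1 transition, in the same order, and 3199, 72 and 115 were lower. The purine and uridine phosphorylase gene_1239 was an example with a late change, at 0.199 ± 0.129 CPM (SD, n = 3) in dormant conidia and 0.443 CPM in polar growth, and the fatty acid desaturase gene_9974 one with an early change, at 549 ± 8.68 CPM in germinated conidia and 602 ± 27.8 CPM in first branching. At the unadjusted p, 82 of the 129 genes higher from stage 2 to stage 3 had been lower from stage 1 to stage 2 and 25 had been higher, where independent lists would share 41.8 and 31.3. Of the 114 genes lower from stage 2 to stage 3, 40 had been lower and 18 higher (37.0 and 27.7 for independent lists), and 22 genes were higher both from stage 2 to stage 3 and from stage 3 to stage 4 (8.83 for independent lists). The transitions share the polar growth library, so that an error in it moves a gene in opposite directions in the first 2 transitions. Simulated stages without any change shared 152 genes that were first lower and then higher, 51.1 first higher and then lower, and 0.05 for each of the same directions, and 3.20 that were higher in both later transitions. Their lists were of other sizes (272 genes lower and then 271 higher), so that these are not values expected for the lists found here.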

As germination progressed, a larger number of genes were upregulated than downregulated: 2961 genes were upregulated between elongation of the germ tube and first branching compared to 534 genes that were downregulated in this interval.

Based on their gene ontology (GO), 5313 of the genes that were well measured were attributed as components of biological processes, 2537 as cellular components, and 4633 as exhibiting molecular function. The majority of the genes expressed during germination were classified to transcription factor activity (411 genes), metabolic process (642 genes), and nucleic-acid binding (331 genes), all of which are apparently required for proper germination of this strain of *T. asperelloides*.

#### 3.2.1. Changes in Cellular Component Gene Expression Pattern during Conidial Germination

Genes belonging to the cellular-component functional group exhibited both high (“upregulated genes”) and low abundance of transcript (“downregulated genes”) throughout germination (Figure 3). Many functional categories—for example, nucleus-, cytoplasm-, and membrane-related genes—included genes that were both upregulated and downregulated in serial stages of germination. Some functions appeared to be stage-specific as transcript abundance was present at certain germination stages and was not detected in other stages (Table S3). 

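Most tested ribosomal, proteasome and septin genes rose after dormancy. Of the tests of whole lists, camera asks whether the members changed more than other genes, and fry whether they changed at all. Of 103 tested cytosolic ribosomal proteins, 102 rose from dormant conidia to polar growth and none fell (the same numbers when adjusted over the list alone), with a median log2 fold change of 3.92. The large-subunit protein L38 (gene_5864) rose from 95.0 ± 43.4 CPM (SD, n = 3) to 4183 CPM, a log2 fold change of 5.46 (standard error 0.43, adjusted p = 1.57e-05 from edgeR). Of 18 tested genes of the proteasome, the complex that degrades ubiquitin-tagged proteins, 13 rose and 1 fell (13 and 1 when adjusted over the list alone). The regulatory subunit gene_11110, similar to Rpn9, rose from 39.2 ± 13.8 to 171 CPM (log2 fold change 2.13, standard error 0.36, adjusted p = 0.00124 from edgeR), and gene_1129, a proteasome regulator similar to PI31, fell by 2.46 on the log2 scale (standard error 0.48, adjusted p = 0.00259 from edgeR). Of 4 tested septins, 2 rose and none fell from dormant conidia to polar growth. Camera did not call the list there (adjusted p = 0.218) or in germinated conidia against dormant conidia (adjusted p = 0.0569). From dormant conidia to first branching 3 septins rose and none fell (4 and 0 when adjusted over the list alone). The septin gene_7538 rose from 47.0 ± 7.88 to 350 ± 87.1 CPM (log2 fold change 2.90, standard error 0.24, adjusted p = 9.21e-06 from edgeR), and gene_1971 from 55.0 ± 4.73 to 270 ± 57.2 CPM (log2 fold change 2.29, standard error 0.22, adjusted p = 2.10e-05 from edgeR). From germinated conidia to first branching edgeR and DESeq2 called 0 septins and 0 proteasome genes. The septin list was higher by camera from stage 2 to stage 3 (adjusted p = 0.00477; adjusted p = 0.476 with an estimated correlation) and from stage 3 to stage 4 (adjusted p = 0.0021; adjusted p = 0.374 with an estimated correlation), and by fry in neither (adjusted p = 0.747 and 0.164). The proteasome list was higher by camera from stage 2 to stage 3 (adjusted p = 0.0491; adjusted p = 0.579 with an estimated correlation) but not with library size alone (adjusted p = 0.785), and from stage 3 to stage 4 with library size alone only (adjusted p = 0.00998). From dormant conidia to polar growth camera gave adjusted p = 2.99e-46 for ribosomal proteins and 2.87e-04 for the proteasome. For septins it gave 0.016 from dormant conidia to first branching. None of these lists passed with an estimated correlation (adjusted p = 0.12, 0.16 and 0.344 with an estimated correlation), while each passed by fry (adjusted p = 1.28e-05, 1.25e-04 and 1.39e-04). With library size alone in place of TMM the proteasome and septin lists did not pass camera (adjusted p = 0.117 and 0.0612), and gene_11110 was no longer called (log2 fold change 1.06).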

Others, such as roles in the septin, proteasome core, and ribonucleoprotein complexes, appeared to be predominantly “upregulated” across stages of germination. In other cases—such as cytoskeletal genes—we determined that downregulation of some genes occurred from stage 1 to 2, and then upregulation occurred from stage 2 to 3 and from 3 to 4.

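Of 46 tested genes listed under actin, tubulin and motors, 22 rose and 4 fell from dormant conidia to polar growth, also when adjusted over the list alone. Without dormant conidia replicate 3, 24 rose and 7 fell. Tubulin alpha (gene_3263) had 67.4 ± 19.2 CPM (SD, n = 3) in dormant conidia and rose by a log2 fold change of 3.50 by polar growth (standard error 0.30, adjusted p = 2.41e-05 from edgeR). Actin (gene_7008), the subunit of microfilaments, rose from 501 ± 21.6 to 1218 CPM (log2 fold change 1.28, standard error 0.24, adjusted p = 0.00206 from edgeR), but was no longer called with library size alone (log2 fold change 0.26). The largest fall of the list was that of gene_3498, whose product is named after the cortical patch protein SUR7 and the pH-response regulator PalI and is a membrane protein of the cell cortex, not a cytoskeletal subunit. It had 465, 506 and 102 CPM in the 3 dormant conidia replicates and 2.66 CPM in polar growth (log2 fold change -7.07, standard error 1.15, adjusted p = 9.78e-04 from edgeR). The list was higher by the camera test (adjusted p = 2.03e-04), but not with an estimated correlation (adjusted p = 0.0676 with an estimated correlation). By fry it was higher too (adjusted p = 1.80e-05). In the 2 later transitions edgeR called none of its genes, and DESeq2 called 1 up from stage 3 to stage 4. By camera the list was higher from stage 2 to stage 3 (adjusted p = 0.0312; adjusted p = 0.476 with an estimated correlation), not so with library size alone (adjusted p = 0.354), and from stage 3 to stage 4 it was higher with library size alone (adjusted p = 0.0283) and not with TMM (adjusted p = 0.179).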

It was apparent that some cell-wall-related genes were “downregulated” from stage 1 to stage 2, yet others were “upregulated” throughout all stages of germination. Cell-wall-related genes and genes expressed to the outside of the plasma membrane were examples of functional subgroups that exhibited this pattern of expression, which implies the occurrence of de novo synthesis of the relevant components from the initial establishment of polarity through the entire germination process until first branching.

#### 3.2.2. Expression of Genes Associated with Cell Wall Remodeling during Germination

Differential expression of genes associated with cell wall remodeling was found to occur during germination of *T. asperelloides*. Four gene families associated with cell wall remodeling and mycoparasitism were chosen as candidates for possible germination markers: chitinases and glucanases that participate in the degradation of the cell wall (self and host), as well as chitin synthases and glucan-elongases that function in the synthesis processes of cell wall remodeling. Among the 31 chitinase genes identified in the course of this study, only the transcripts of 17 (Tables S2 and S4) were detected during germination. Nine of these chitinases were differentially expressed, to different extents, throughout the germination process, and eight were classified as early genes that were detected only in dormant conidia (Figure 4). 

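The chitinases labelled in Figure 4, together with those named in the text, made 17 genes, of which 13 had their highest mean in dormant conidia, 1 in polar growth and 3 in first branching. For gene_5069 that mean rested on replicate 3 (0.744, 0.531 and 13.1 CPM in the 3 replicates, 0.929 CPM in first branching). The same held for gene_10548 (1.19, 0.996 and 2.58 CPM in the 3 replicates, 1.48 CPM in polar growth). The 17 genes were chosen in the study on the same samples, so that their direction is not independent evidence. At 1 CPM or more in every dormant conidia library and under it in every later library, 2 of the 17 were detected in dormant conidia only. By CPM of the library total they were 4. Counts in dormant conidia and none in any later library were found for 6 genes, not including the 2 above. Of the 6, only gene_2609 had counts in all 3 dormant conidia replicates (27, 21 and 24). There gene_8435 had 0, 6 and 635 counts, and gene_3840 and gene_10180 had 4 in total each. Of the 15 with enough counts, 2 rose and 1 fell from dormant conidia to polar growth, and 4 rose and 5 fell from dormant conidia to first branching, by edgeR over all genes. The chitinase gene_10140 had 1.99, 1.89 and 23.7 CPM in the 3 dormant conidia replicates and no count in polar growth, at least 41.5-fold lower, or at least 8.77-fold without replicate 3 (adjusted p = 0.0443 from edgeR over all libraries); it was not called with only the libraries of these 2 stages, nor without any 1 of the first branching replicates. The chitinase gene_5411 had 99.0, 98.4 and 13.8 CPM in the 3 dormant conidia replicates and 19.1 CPM in polar growth, a log2 fold change of -1.88 (standard error 0.94, adjusted p = 0.121 from edgeR) that was called by DESeq2 and, in edgeR, without dormant conidia replicate 3. In a list of chitinases fixed by product name, with 19 tested, 1 rose and 4 fell to polar growth (0 and 1 when adjusted over the list alone), and 3 rose and 7 fell without dormant conidia replicate 3. The camera test did not call that list (adjusted p = 0.315).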

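Chitinase gene_3261, of glycoside hydrolase family 18, had 1.62 ± 1.82 CPM (SD, n = 3) in dormant conidia, 2.81 CPM in polar growth, 3.65 ± 0.957 CPM in germinated conidia and 17.6 ± 10.8 CPM in first branching. The first branching replicates had 8.87, 14.2 and 29.7 CPM, each above every library of the earlier stages, the highest of which had 4.43 CPM. From dormant conidia to first branching the log2 fold change was 3.42 (standard error 0.82, adjusted p = 0.0049 from edgeR), and with library size alone it was 2.18 and not called. The dormant conidia replicates had 0.476, 0.664 and 3.73 CPM, and without replicate 3 the log2 fold change was 4.94. Without first branching replicate 3 it was 2.71. From germinated conidia to first branching the log2 fold change was 2.26 (standard error 0.78), which did not pass the test (adjusted p = 0.477 from edgeR and 0.156 from DESeq2).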

Gene 3261 appears to be the most prominent “late germination gene”; its transcript levels were highest following the onset of first branching. The presence of an extensive co-regulatory interaction between some chitinase-encoding genes was supported by Bayesian networks inferred from the transcriptional data, highlighting an upstream “core” of four chitinase genes (10,302, 4268, 6105, and 3261).

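Of the other 3 genes of this core, gene_4268 and gene_6105 rose after dormancy, and gene_10302 was called lower in first branching, a call that was lost without dormant conidia replicate 3. Transcripts of gene_4268 were at 17.8 ± 0.852 CPM (SD, n = 3) in dormant conidia, 37.9 CPM in polar growth, 39.0 ± 11.2 CPM in germinated conidia and 48.9 ± 4.14 CPM in first branching, and its log2 fold change from stage 1 to stage 4 was 1.46 (standard error 0.25, adjusted p = 6.69e-04 from edgeR). Those of gene_6105 were at 107 ± 31.3 CPM in dormant conidia and 396 CPM in polar growth (log2 fold change 1.89, standard error 0.34, adjusted p = 0.00187 from edgeR), and at 341 ± 73.5 and 224 ± 45.3 CPM in the later stages. With library size alone neither was called (log2 fold change 0.32 for gene_4268 and 0.83 for gene_6105). The dormant conidia replicates of gene_10302 had 1.82, 2.39 and 44.6 CPM, so that its mean rests on replicate 3, and polar growth had 0.739 CPM. Its log2 fold change was -4.45 from stage 1 to stage 2 (standard error 2.40, adjusted p = 0.147 from edgeR) and -4.91 from stage 1 to stage 4 (standard error 1.48, adjusted p = 0.0153 from edgeR). The latter was not called without dormant conidia replicate 3 (-1.95) or without first branching replicate 1 (-4.53).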

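Of 57 glucanases fixed by product name, 35 had at least 1 CPM in every library of some stage and 43 had enough counts for the test. From dormant conidia to polar growth 5 rose and 12 fell (5 and 10 when adjusted over the list alone), and from dormant conidia to first branching 10 rose and 20 fell, the same numbers when adjusted over the list alone. Without dormant conidia replicate 3, 6 rose and 19 fell to polar growth. The list was not called as a whole by camera (adjusted p = 0.156 for polar growth and 0.393 for first branching). By fry it was lower in first branching (adjusted p = 0.01985), not in polar growth (adjusted p = 0.0614). Among its most abundant members was gene_3439, of glycoside hydrolase family 17, at 220 ± 5.04 CPM (SD, n = 3) in dormant conidia, 114 CPM in polar growth and 600 ± 376 CPM in first branching. Its rise from stage 1 to stage 4 (log2 fold change 1.45, standard error 0.42, adjusted p = 0.0125 from edgeR) was not called without first branching replicate 3 (log2 fold change 0.73) or with library size alone (0.34).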

Similar to that observed in the case of the chitinases, we were able to detect the presence of about half of the glucanases along the timeline of germination (Figure 5A; Tables S2 and S4). Nonetheless, many of the glucanase transcripts were present mainly in dormant conidia, while three of them (28, 3949, and 1833) appeared to be preferentially transcribed from the onset of polar growth. 

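Of the 24 glucanases labelled in Figure 5A or named in the text, 17 had their highest mean in dormant conidia, 1 in polar growth and 6 in first branching, and 2 were detected in dormant conidia only (4 by CPM of the library total). The study chose these genes on the same samples. The family 16 glucanase gene_28 had 3.80 ± 1.42 CPM (SD, n = 3) in dormant conidia, 40.6 CPM in polar growth and 87.7 ± 16.8 CPM in first branching (log2 fold change from stage 1 to stage 4 of 4.52, standard error 0.34, adjusted p = 5.18e-06 from edgeR). Levels of gene_3949 were 8.20 ± 0.718 CPM in dormant conidia and 42.3 CPM in polar growth, and its log2 fold change from stage 1 to stage 4 was 4.29 (standard error 0.40, adjusted p = 1.90e-05 from edgeR). The family 55 glucanase gene_1833 was scarcer, with 0.537 ± 0.0531 CPM in dormant conidia, 1.40 CPM in polar growth and 2.58 ± 0.501 CPM in first branching. It rose from stage 1 to stage 4 (log2 fold change 2.25, standard error 0.49, adjusted p = 0.00291 from edgeR), not from stage 1 to stage 2 (log2 fold change 1.38, standard error 0.64, adjusted p = 0.101 from edgeR; 1.43 and called without dormant conidia replicate 3), and with library size alone the former was not called either (log2 fold change 1.12).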

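The glucanase gene_10920, of glycoside hydrolase family 16, was at 280 ± 101 CPM (SD, n = 3) in dormant conidia and at 0.443 CPM in polar growth, 0.773 ± 0.348 CPM in germinated conidia and 0.521 ± 0.109 CPM in first branching. Its log2 fold change from stage 1 to stage 2 was -9.29 (standard error 0.85, adjusted p = 3.54e-05 from edgeR). Another glucanase of this family, gene_11090, had 44.7 CPM in dormant conidia and 0.295 CPM in polar growth (log2 fold change -7.22, adjusted p = 2.82e-04 from edgeR). Of the 23 glucanases labelled in Figure 5A or named in the text that had enough counts, 10 fell and 2 rose from stage 1 to stage 2, and 12 fell and 5 rose from stage 1 to stage 4.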

Interestingly, the abundance of transcripts of “early genes” (those whose transcripts are predominantly detected in dormant conidia) can be, in many cases, approximately 10–100-fold higher than that found in genes that are expressed later in the developmental process. 

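Glucanase gene_11, of glycoside hydrolase family 16, was at 1.15 ± 0.282 CPM (SD, n = 3) in dormant conidia, 1.77 CPM in polar growth, 1.48 ± 0.244 CPM in germinated conidia and 1.59 ± 0.458 CPM in first branching. From stage 1 to stage 4 its log2 fold change was 0.47 (standard error 0.48, adjusted p = 0.4 from edgeR), and -0.69 with library size alone. The family 55 glucanase gene_11091 had 6 counts over the 3 dormant conidia libraries, 3 in polar growth, 3 over the germinated conidia libraries and 18 over those of first branching, too few for the test.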

To examine co-regulation among glucanase-encoding genes, Bayesian networks were inferred from relative glucanase expression, highlighting a “core” of hub-regulatory glucanases composed of four genes (28, 3949, 11,091, and 11).

In addition to the chitinases and glucanases, we also compared the relative expression of genes encoding proteins that are involved in biosynthetic aspects of cell wall remodeling. These genes included chitin synthases and glucan elongases (Figure 6 and Figure 7). Seven of the eight *T. asperelloides* chitin synthases were differentially expressed during the four stages of germination (Figure 7; Tables S2 and S4). 

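Transcripts of the 7 *chs* genes labelled in Figure 6 were present in every dormant conidia library, and *chs5* ranked the highest of them in each. Its level was 338 ± 70.4 CPM (SD, n = 3), followed by *chs3* with 254 ± 46.4 CPM, *chs7* with 187 ± 35.8 CPM and *chs4* with 133 ± 18.7 CPM. *chs2* ranked 5 of 7 in each of the 3 libraries, with 43.1 ± 16.7 CPM, *chs6* had 13.1 ± 2.48 CPM and *chs1* 10.3 ± 2.56 CPM. Divided by gene length, *chs3* ranked 1 with 71.7 CPM per kb, *chs5* 2 with 52.7 CPM per kb and *chs2* again 5. From dormant conidia to polar growth *chs6* fell (log2 fold change -3.22, standard error 0.77, adjusted p = 0.00791 from edgeR). The log2 fold change of *chs2* was -0.94 (standard error 0.49, adjusted p = 0.133 from edgeR), and -1.23 and called without dormant conidia replicate 3. In *chs3*, *chs4*, *chs5* and *chs7* it was 0.17, -0.57, -0.06 and 0.13, with none past the test. With library size alone *chs3* and *chs7* turned to -0.83 and -0.87, and *chs2* (-1.91) and *chs4* (-1.57) were called lower. From dormant conidia to first branching *chs4* and *chs5* fell, each by 0.73 on the log2 scale (adjusted p = 0.0188 and 0.0306 from edgeR). Neither was called with only the libraries of these 2 stages (-0.68 and -0.69), without dormant conidia replicate 1 (-0.64 and -0.66) or 2 (-0.70 and -0.63), or without first branching replicate 2 (-0.55 and -0.52), and *chs5* was not called with a read length term (-0.62) or a replicate block (-0.73).

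**Figure D1:**
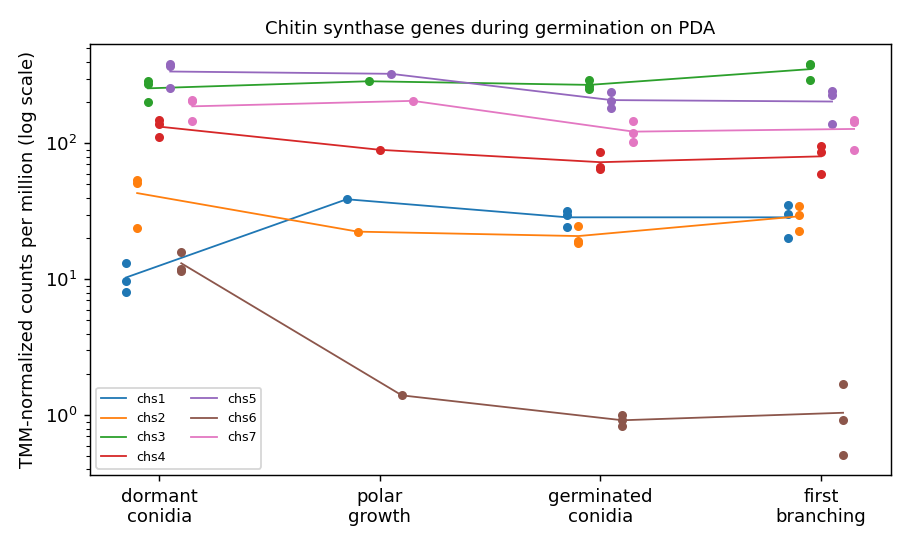
TMM-normalized CPM of the 7 chitin synthase genes (log axis) in each library, by stage of germination. Points are libraries (3 in stages 1, 3 and 4 and 1 in polar growth) and lines join the means of the stages. *chs5* is the highest in every dormant conidia library, and *chs6* drops to 1.40 CPM in polar growth.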

Transcripts of all the transcribed *chs* genes were detected in dormant conidia; *chs2* appeared to be the most abundantly present in that developmental phase. In contrast, *chs1* is an apparent “late” germination gene within the *chs* gene family, suggesting that it functions mainly after the onset of germination.

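Transcripts of *chs1* were at 38.9 CPM in polar growth, 28.6 ± 3.76 CPM (SD, n = 3) in germinated conidia and 28.6 ± 7.62 CPM in first branching. From dormant conidia to polar growth *chs1* rose (log2 fold change 1.91, standard error 0.36, adjusted p = 0.00237 from edgeR), the only one of the 7 genes called higher, and from dormant conidia to first branching its log2 fold change was 1.47 (standard error 0.28, adjusted p = 0.00148 from edgeR). With library size alone neither rise was called (log2 fold change 0.86 to polar growth and 0.32 to first branching). In first branching *chs1* ranked 6 of the 7 genes by CPM and 5 when divided by gene length.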

Four β-(1,3)-glucanosyltranferase genes were identified in the *T. asperelloides* genome. The members of this *gel* gene family were differentially expressed during germination, from dormancy to first branching. Transcripts of the genes *gel1* and *gel2* were most abundant in dormant conidia. However, they were also substantially transcribed along the time course of germination. Conversely, the *gel3* gene was highly expressed “late”: even though its transcripts were present in conidia, they were the most abundant compared to the other *gel* genes in the other phases of germination (Figure 7).

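In dormant conidia *gel1* was at 11.3 ± 4.47 CPM (SD, n = 3) and *gel2* at 31.1 ± 6.78 CPM. *gel1* was at 11.8 CPM in polar growth, 9.23 ± 1.14 CPM in germinated conidia and 10.6 ± 2.68 CPM in first branching, a log2 fold change from stage 1 to stage 4 of -0.10 (standard error 0.34, adjusted p = 0.795 from edgeR). The sign of this value turned without dormant conidia replicate 3 (log2 fold change 0.26). Levels of *gel2* were 14.7 CPM in polar growth, 21.5 ± 13.1 CPM in germinated conidia and 63.2 ± 42.5 CPM in first branching, where replicate 3 had 112 CPM and the mean without it was 39.1 CPM. Its log2 fold change from stage 1 to stage 4 was 1.03 (standard error 0.52, adjusted p = 0.107 from edgeR), and -0.06 with library size alone, by which *gel1* and *gel2* both had their highest means in dormant conidia (20.9 ± 11.3 and 54.1 ± 5.46 CPM). In dormant conidia *gel1* ranked 4 among the 4 *gel* genes in each library, and *gel2* ranked 2 in replicates 1 and 2 and 3 in replicate 3, which had 23.2 CPM of *gel2* and 52.5 CPM of *gel4*.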

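*gel3* ranked the highest of the 4 *gel* genes in every library, dormant conidia included. Its transcripts were at 108 ± 8.54 CPM (SD, n = 3) in dormant conidia, 223 CPM in polar growth, 276 ± 28.1 CPM in germinated conidia and 435 ± 184 CPM in first branching. The rise from dormant conidia was called at first branching (log2 fold change 2.01, standard error 0.28, adjusted p = 2.13e-04 from edgeR; 0.89 and still called with library size alone), and that from germinated conidia to first branching was not (log2 fold change 0.66, adjusted p = 0.559 from edgeR). At polar growth *gel3* was called over all libraries (log2 fold change 1.05, standard error 0.36, adjusted p = 0.0389 from edgeR), but not with DESeq2 size factors (0.96), without dormant conidia replicate 1 (1.03) or 2 (1.00) or any 1 of the germinated conidia replicates (1.05), or with library size alone (0.01), by which it had 193 CPM in dormant conidia and 195 CPM in polar growth. *gel4* (gene_1761) fell from 31.6 ± 18.1 CPM in dormant conidia to 0.369 CPM in polar growth and 0.183 ± 0.201 CPM in first branching, with a log2 fold change from stage 1 to stage 4 of -7.41 (standard error 0.98, adjusted p = 1.54e-04 from edgeR). The log2 fold change of gene_1761 from stage 1 to 4 was -8.72 without first branching replicate 2.

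**Figure D2:**
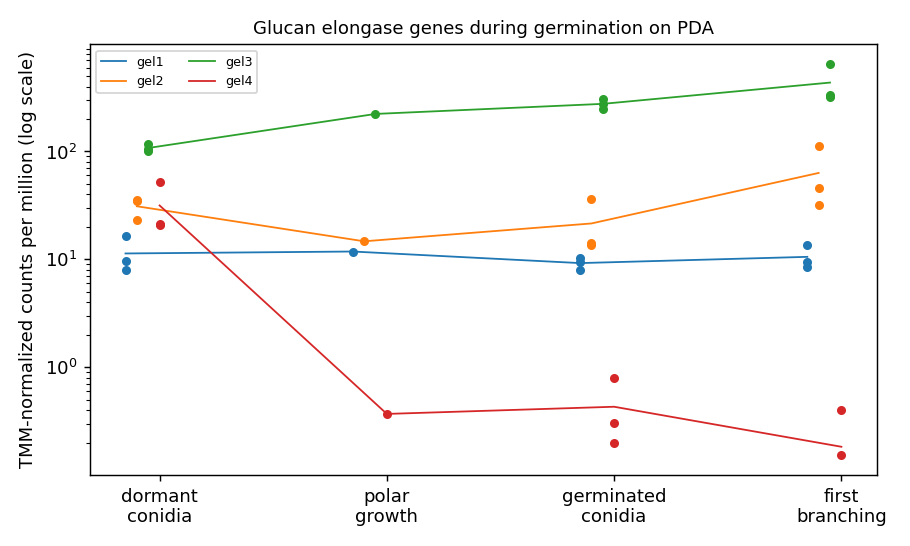
TMM-normalized CPM of the 4 glucan elongase genes (log axis) in each library, by stage of germination. Points are libraries and lines join the means of the stages; the library of first branching with 0 counts of *gel4* cannot be drawn on a log axis. *gel3* lies above the other 3 genes in every library, and *gel4* falls below 1 CPM after dormancy.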

### 3.3. Congo Red Affects Germination and Alters Expression of gel3

Given the changes occurring in the transcript abundance of *gel3* during germination and the documented significance of GEL3 homologues in cell wall integrity [35,36], we monitored *gel3* expression during germination in liquid medium (PDB) cultures challenged with a sub-lethal concentration (500 µM) of Congo Red. While initiation of polarity did not seem to be affected by the presence of the dye (Figure 8, 7 h), only about 50% of the conidia progressed along the germination timeline beyond that initial stage. Those conidia that did germinate produced normal germ-tubes. However, they failed to branch within the time course of this experiment. Moreover, the characteristic branching and clumping observed in control culture germlings was not evident in the treated cultures. These phenotypic effects of Congo Red on germling development were accompanied by increases in the abundance of *gel3* transcripts that were most evident at later stages of germination. After 10 h of incubation, the expression of *gel3* was two-fold higher in the treated conidia. The difference increased to five-fold after 12 h of incubation with the dye (Figure 9). These gene expression effects of the inhibitor further support the presence of phase-specific checkpoints during germination and the ability of the developing germlings to respond to cell wall remodeling insults by altering gene expression of key components of this process.

### 3.4. Changes in Expression of Chitin-Synthase- and Glucan-Elongase-Encoding Genes in the Presence of Rhizoctonia solani

Genes of the *chs* and *gel* families were differentially expressed during germination on PDA. Therefore, we examined to what extent the expression pattern of these genes was dependent on the germination substrate. We determined the level of expression of these genes in the presence of a potential host. First, we observed the morphological dynamics of conidial germination of *T. asperelloides* conidia plated on membranes that had been placed on a live culture of *R. solani*. In contrast to the transition from dormancy to swelling that was observed during germination on PDA, the transition from dormancy to swelling on live culture was very subtle and challenging to quantitate. The emergence of germ tubes from the conidia was observed after ten hours, and elongation of the germ tube proceeded for about 40 h, with the average germling length reaching 25 µm after 30 h (Figure 10). Most conidia (75–80%) took almost twice as long (20 h) to germinate as what was measured on PDA. Based on these observations, and on the observation that *T. asperelloides* was able to germinate at normal rates even on water agar (data not shown), we concluded that the marked delay, as well as alteration in the synchronized progression of the germination program, was most likely linked to the presence of *R. solani*.

The difference in the germination timeline was accompanied by marked changes in the transcript abundance of genes in the *chs* and *gel* families, as determined by RT-PCR (Figure 11). While the expression patterns of the *chs* gene family on PDA, as determined here, were similar to those determined by RNASeq, the relative expression of members of the *chs* gene family was ten-fold greater in conidia that germinated on the host *R. solani* when compared to the expression measured on PDA (Figure 11A,B). In addition to the increase in *chs* transcript abundance, the pattern of the *chs* transcript during germination on the two substrates also varied. In fact, the expression pattern of the *chs* gene family in the presence of a host appeared as a “mirror image” of the expression patterns under conditions representing a saprotrophic lifestyle of the mycoparasite (on PDA). Most chitin synthase genes, excluding *chs1* and *chs6*, were highly expressed during germination on the host and shared a similar expression pattern. 

Among the four *gel* genes, *gel3* was the most highly expressed in both germinating conidia and after the onset of the first hyphal branching in cultures growing on PDA. As in the case of the *chs* transcripts, the relative expression of members of the glucan-elongase family was ten-fold greater in conidia that germinated on the host *R. solani* when compared to their expression on PDA (Figure 11C,D). Excluding *gel4*, all the *gel* genes were upregulated during germination in the presence of *R. solani.* Among them, *gel3* was the most highly expressed in the germinating conidia.

Based on these results, we concluded that, even though most of the cell wall remodeling gene transcripts are present in dormant conidia, the dynamics of their transcriptional abundance can be significantly altered during the germination process in a manner that is dependent on the presence of this potential host. 

## 4. Discussion

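The list of respiratory chain and ATP synthase genes covers the mitochondrial complexes of electron transport and of ATP synthesis. Of its 47 tested genes, 42 rose and 4 fell from dormant conidia to first branching (the same when adjusted over the list alone). Subunit 9 of ATP synthase (gene_2953) rose from 309 ± 51.9 CPM (SD, n = 3) to 7566 ± 258 CPM (log2 fold change 4.61, standard error 0.20, adjusted p = 3.85e-07 from edgeR). Of 144 tested fungal transcription factors, 91 fell and 4 rose, also when adjusted over the list alone; without dormant conidia replicate 3, 92 fell and 12 rose. Among those that rose was gene_5680, a transcription factor of the SRF type, from 68.3 ± 11.7 to 256 ± 10.9 CPM (log2 fold change 1.91, standard error 0.18, adjusted p = 2.05e-05 from edgeR). Of 104 tested protein kinases, 26 rose and 44 fell, the same when adjusted over the list alone. Over all 10083 tested genes, 2883 rose and 3977 fell between these stages. By the camera test the respiratory genes were higher (adjusted p = 3.79e-13), the transcription factors lower (adjusted p = 4.45e-06) and the protein kinases not called (adjusted p = 0.888). Neither the respiratory genes nor the transcription factors passed with an estimated correlation (adjusted p = 0.138 and 0.353 with an estimated correlation). By fry the respiratory genes were higher (adjusted p = 2.47e-06) and the transcription factors lower (adjusted p = 1.83e-04). Fry asks whether the members of a list changed at all, not whether they changed more than other genes. Protein kinases were lower by fry too (adjusted p = 0.0469). Their median log2 fold change of -0.48 lay above the -0.67 of all tested genes, so that they did not fall more than other genes.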

Here, we have shown that a functional classification of differentially expressed transcripts of germinating *T. asperelloides* conidia is characterized by an increase in various metabolic processes and electron transport, as well as enhancements in transcription factor activity, nuclear activity, nucleic-acid binding activity, and protein-kinase activity, all accompanying a striking and morphologically dynamic developmental process. The transcriptional profile of germinating *T. asperelloides* featured 11,166 genes whose transcript abundance changed during the fungus germination process. About half (5550 genes) were uniquely downregulated in the transition from dormancy to polar growth, and about a quarter (2961) were exclusively upregulated in the transition from elongation of the germ tube to first branching.

This dynamism of expression indicates the presence of an abundant repertoire of mRNA species that are likely to be produced during conidiogenesis. This was followed by the utilization of the pre-existing RNAs for the onset of germination and subsequent de novo synthesis of RNAs that were used in more advanced stages of germination. RNAs have been shown to be synthesized in the “dormant” conidia of *A. nidulans*, *A. fumigatus,* and *Talaromyces marneffei* [6]. Therefore, it is likely that such processes occur prior to germination in *Trichoderma* spp. as well. As opposed to loading of RNAs into forming conidia, the extent to which RNA synthesis within dormant conidia contributes to the extremely high representation of detectable RNA species (10,725, comprising over 95% of the predicted gene number in this species) has yet to be determined. However, the possible physiological/ecological implications of such a comprehensive diversity of transcripts are vast.

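At 1 CPM or more of the library total in every library of a stage, 8464 genes (75.8%) were detected in dormant conidia, 6822 (61.1%) in polar growth, 6429 (57.6%) in germinated conidia and 6681 (59.8%) in first branching. By TMM-normalized CPM, a scale on which 1 CPM takes more counts in dormant conidia and fewer later, they were 8045, 6926, 6646 and 6812. With at least 1 count in any library of the stage, 10642 genes (95.3%) were detected in dormant conidia, 8357 in polar growth, 9164 in germinated conidia and 9382 in first branching. As polar growth had 1 library, a minimum in every library is looser for it and a minimum in any library stricter. Its numbers are therefore not comparable with those of the other stages. Of the genes detected in dormant conidia, 1433 were under 1 CPM of the library total in every later library, with a median of 9.13 such CPM in dormant conidia, and by TMM-normalized CPM 1007 were. Among them was the oil body protein caleosin (gene_3528), which had 72.7 ± 40.4 CPM (SD, n = 3) in dormant conidia and no count in any later library, at least 1630-fold lower in first branching. No count in any dormant conidia library was found for 524 genes, of which 419 had none in the later libraries either. With at least 10 counts in every library, after thinning to the total of the polar growth library, a step chosen after seeing the data, dormant conidia had 8795 genes and the later stages 7179, 6732 and 6951. From the changes between stages, the paper reasons that the conidia hold a stock of mRNA that is likely made during conidiogenesis.

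**Figure D3:**
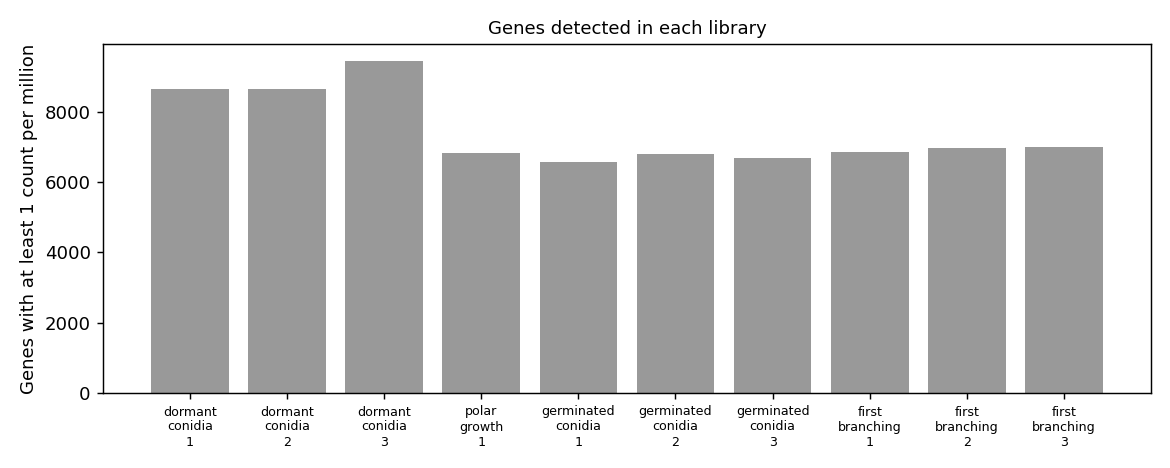
Number of genes with at least 1 CPM of the library total, 1 bar per library, ordered by stage and replicate. Dormant conidia have 8652, 8662 and 9456 genes, and the libraries of the later stages 6573 to 7017.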

A similar, albeit less pronounced, trend in transcript abundance was observed in germinating conidia of *N. crassa* conidia [7]. There, transcripts of about a third of the *N. crassa* genome were present in the dormant conidium, and about 14% were exclusively upregulated during first branch formation. When comparing the expression patterns between the stages of germination in *N. crassa*, it was observed that most of the transcripts present in the dormant conidia were absent at later stages of germination and that 40 times as many genes were downregulated in dormant conidia compared to germinated conidia [7]. In the example of *A. niger*, transcripts of 33% of the annotated genes were present in the dormant conidia, and the same fraction was detected in germinating conidia [10]. In *Rhizopus delemar*, transcripts representing over 70% of the genome were identified in resting spores. Only a slight decrease in the percentile of the genome represented was evident once germination had initiated. However, a shift in the abundance of different functional groups was observed [55]. Some of the transcripts that were unique to the resting spores of *R. delemar* included those that have predicted roles in lipid storage and localization and were suggested to be involved in dormant spore maintenance.

Interestingly, we were also able to identify several such lipid-related gene transcripts in dormant conidia of *T. asperelloides*. Among them were plasma-membrane proteolipid 3 and cyclopropane-fatty-acyl-phospholipid synthase (gene IDs 2212 and 8825, respectively; Table S2), whose transcript levels dropped to less than 0.1% once germination was initiated. In contrast, transcriptional profiling of germinating *F. graminearum* conidia showed similarity in both the number and regulation of genes expressed throughout different stages of germination. 

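Plasma membrane proteolipid 3 (gene_2212), a small membrane protein, had 543 ± 133 CPM (SD, n = 3) in dormant conidia and 1.48 CPM, from 20 counts, in polar growth. Its log2 fold change from stage 1 to stage 2 was -8.52 (standard error 1.70, adjusted p = 0.00311 from edgeR). The mean in polar growth was 0.272% of that in dormant conidia, in germinated conidia 0.143% and in first branching 0.0788%. The cyclopropane-fatty-acyl-phospholipid synthase gene_8825, an enzyme that modifies membrane lipids, had 20 counts in total in the 3 dormant conidia libraries, 0 in polar growth, 2 in germinated conidia and 0 in first branching. Its 0.185 ± 0.167 CPM in dormant conidia lay under the floor of 3 counts in the polar growth library, so that no fall was detectable there at this depth (adjusted p = 0.312 from edgeR). From dormant conidia to first branching its change was not called either (adjusted p = 0.0675 from edgeR).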

Of the 13,969 genes annotated, 1805 genes were upregulated and 1616 genes were downregulated in dormant conidia, while, in germinated conidia, 954 and 947 genes were upregulated and downregulated, respectively [12]. Taken together, it is clear that dynamic changes in transcript abundance of a substantial portion of the coding genome is a hallmark of fungal conidial germination. However, the relative proportions of the coding genomes involved vary among fungal species. In *T. asperelloides*, the changes we observed were among the most dynamic described to date in terms of the percentage of the genome involved. Members of the genus *Trichoderma* can be found in almost every conceivable niche in nature, and, in addition to their saprophytic nature, many species can be associated with a multitude of living fungi and plant hosts [14,17,20]. Therefore, these fungi are likely to have evolved to produce conidia with a repertoire of available transcripts that provide the metabolic preparation to germinate and thrive on diverse substrates.

Cell wall remodeling is a critical process involving many genes in various functional groups during germination. Changes in the abundance of transcripts encoding proteins involved in cell wall remodeling were especially striking. The abundances of many of these transcripts were reduced during the early germination (stage 1 < stage 2) but were synthesized de novo during late germination (stage 3 < stage 4). Cell wall remodeling includes both the biosynthesis as well as the degradation of cell wall components [9]. Degradation of the rigid conidial cell wall is a prerequisite for progression of the germination process and may depend on the activities of a range of hydrolytic enzymes. Several genes accounting for these enzymes were identified in transcriptomic and proteomic studies during the germination of *Aspergillus* sp. [9,11,56,57]. Among them, there were genes for several chitin synthases and 1,3-β-glucanosyltransferases. Regulatory associations among genes in the functional groups of interest were reconstructed via Bayesian gene networks using expression fold-change collected from the four major morphological stages in conidial germination in *T. asperelloides*. Such networks provide preliminary working hypotheses that can productively guide future gene manipulation experiments that efficiently and rigorously assess regulatory networks for these functional groups. Here, Bayesian networks of the chitinases and glucanases identified a selection of genes that comprise a core of chitinases and glucanases featuring the most marked stage-specific expression changes during germination. We identified several potential “core” genes with marked changes observed in expression. These core genes may serve as functional stage-specific markers for further elucidation of the genetics and regulation of conidial germination in this species and its close (if not distant) relatives.

For efficiency of resource use, the degradation of existing cell wall material must be coordinately orchestrated with de novo synthesis of the cell wall material in the developing germling. Much attention has been devoted to the involvement of chitin synthases in cell wall biosynthesis in a variety of fungi [31,56,58,59,60,61]. For example, the differential expression of the eight-member *T. atroviride* chitin synthase gene family during germination and vegetative growth has been characterized [33]. However, under the conditions tested here, the transcripts of only seven of the eight *T. asperelloides* chitin synthases were above the conventional threshold for detection (Figure 6). The detectable transcript abundance of all *chs* genes was highest in dormant conidia, with the exception of *chs1*, whose transcript was present only from stage 2 of germination. While the *N. crassa* homologue of this gene, *chs-2*, was found to be non-essential [62,63], it was found to localize to the Spitzenkörper, which would certainly be expected in a germling, especially once polarity has been established. In contrast, while we found that *chs7* transcript levels were highly abundant in conidia, the mRNAs of this gene were almost undetectable once germination had been initiated but were found at high levels in mature hyphae [64]. As mentioned, the transcript of *chs8* was below detection levels under the conditions tested. The transcript levels of this gene were reported as being very low during vegetative development yet highly abundant when the fungus was exposed to osmotic or oxidative stress [64].

Another major polymer in the fungal cell wall is β-1,3-glucan, which can be remodeled by members of the GH72 of the glycoside hydrolase family of proteins, also known as glucan elongases (GELs) [34,35]. Most fungi have several GEL-encoding genes, and the expression of each gene may be differentially regulated during various growth stages and/or environmental conditions. *N. crassa* has five *gel* genes, among which *gel-3* was most strongly expressed both in germinating conidia and during hyphelongation. Deletion of *gel-3* affected vegetative growth, causing slow growth and abnormal morphology [65]. To date, 1,3-β-glucanosyltransferases have not been studied in *Trichoderma*. In this study, the expression of four GEL-encoding genes was detected along the germination timeline. At the same time, *gel1–3* exhibited lower, albeit differential, expression during all stages of germination. Among these three *gel* genes, that of *gel3* appeared to be lowest in the dormant conidia, with higher levels of expression observed after the onset of conidiation. To determine whether *gel3* expression is not only dependent on the developmental program of germination but could also be induced following external cell-wall-related aggravation, we measured *gel3* transcript abundance in cultures challenged with cell wall perturbing agent Congo Red [66]. During the early phases of germination, the effect of Congo Red on the *gel3* transcript levels was minor. However, after 12 h of incubation with the dye *gel3,* the transcript levels were almost five-fold higher when compared to the control. One possible explanation for the late increase in transcript abundance is that the intact thicker conidium cell wall acts as an effective physical barrier against the dye during the pre-germling phase. Alternatively, it is possible that the drug must be taken up into the cell and processed to be effective and that the machinery involved is expressed only at later stages of germination. Gene expression analysis during exposure of growing mycelial cultures of *A. fumigatus* to Congo Red revealed overexpression of Gel4 and Gel7, suggesting that the presence of Congo Red activates the reorganization of β-1,3-glucans through processing enzymes [67].

To date, the mycoparasitism of *T. asperelloides* strain T203, as well as other *Trichoderma* spp. strains, has been extensively studied in advanced developmental stages, mainly during hyphal coiling around its hosts [68,69]. This study has focused on the processes underlying early developmental and pre-infection stages. Germination of *T. asperelloides* was morphologically and temporally distinct when cultured on PDA versus when cultured in the presence of the host *R. solani* (Figure 1 and Figure 10). Germination in the presence of *R. solani* was ten-fold slower, and the germlings appeared shrunken. Furthermore, they elongated for extended periods of time (ten to twenty hours) prior to branching. The germination pattern observed could be attributable to the potential host, whose structure or exudates affect the germination process. In concert with slower germination, the transcript abundance of several genes involved in cell wall remodeling was significantly (up to 10-fold) higher. These changes in transcript abundance are in agreement with recent research demonstrating a prey-sensing, recognition, and directional chemotropic approach during the early phases of interaction [70,71]. Therefore, the high transcript levels observed may be related to the mentioned processes. Interestingly, the highest levels of *chs* gene expression in the presence of the host were observed in the case of *chs4, chs5,* and *chs7*, especially at the later stages of germination. Homologues of *chs4*, *chs5,* and *chs7* in *T. atroviridae* were highly expressed during mycoparasitism [64]. Our data support the presence of a transcriptional response to the presence of a host during germination. However, the presence of such a response does not rule out the possibility that slower mRNA turnover could also contribute to the higher transcript levels observed.

In this study, we have demonstrated that conidial germination in a member of the highly ubiquitous genus *Trichoderma* is among the most dynamic, in terms of changes in transcript abundance, compared to other species analyzed to date. The expression changes observed here are likely accompanied by many additional changes in the biochemical and physiological state of the germinating fungus, as has been shown in other species [72,73,74]. The extent to which transcriptional hallmarks of germination are conserved under varying conditions in diverse fungi has yet to be determined. Comparative transcriptional analyses are likely to provide both evolutionary insights concerning fungal development and lifestyles, as well as means for identifying and eventually manipulating key regulatory elements in this fundamental process.

## Figures and Tables

**Figure 1:**
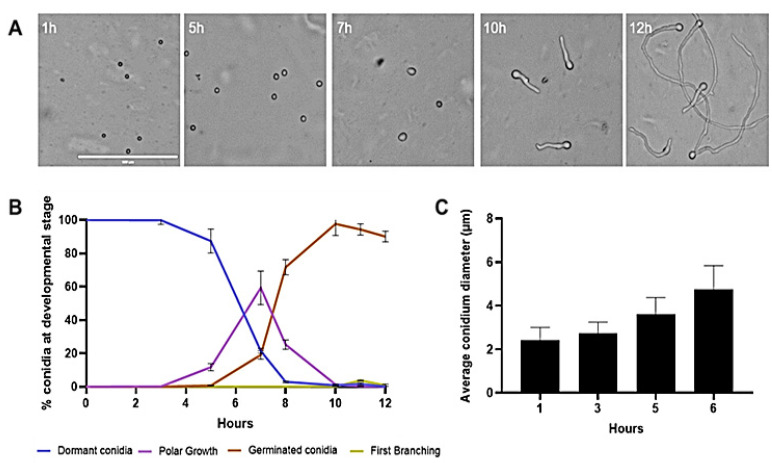
Phenotypic characterization of conidia germinating on PDA. (**A**) Conidia germinated in PDA were imaged at 1, 5, 7, 10, and 12 h; scale bar: 100 µm for all images). (**B**) The degree of synchronous progression of germination was monitored and cells were assigned as either dormant conidia, polar growth, doubling of long axis, or first hyphal branching. (**C**) Average diameters of conidia were assessed during the early stages of germination; whiskers indicate the standard deviation of the mean for the three biological replicates.

**Figure 2:**
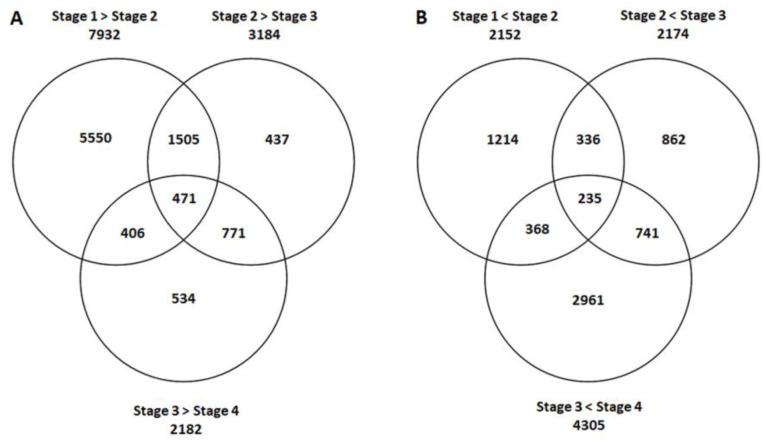
Summary of the number of genes significantly (**A**) down- or (**B**) up- regulated across stages of germination (Stage 1→Stage 2: dormant conidia to polar growth; Stage 2→Stage 3: polar growth to germinated conidia; and Stage 3→Stage 4: germinated conidia to first branching).

**Figure 3:**
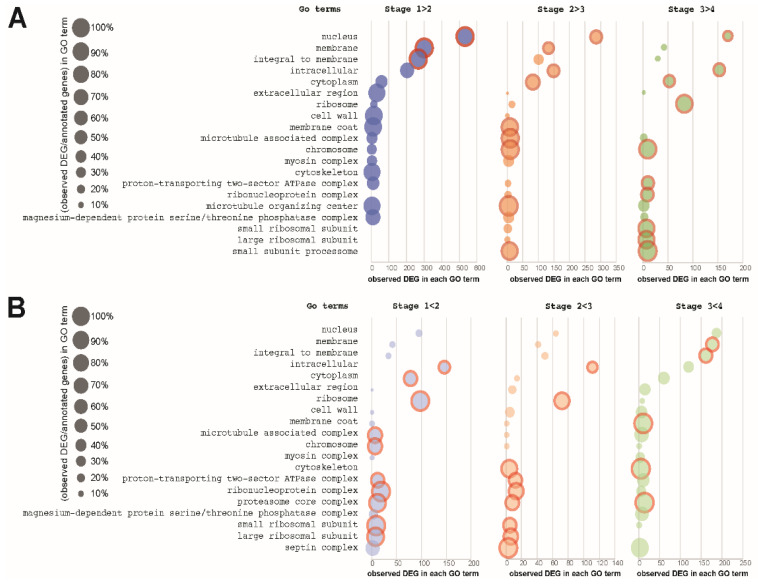
Selected 20 GO terms among the cellular components showing divergent enrichment patterns during phases of conidial germination of *T. asperelloides*. (**A**) Differentially expressed genes (DEGs) that were significantly downregulated during the process; (**B**) DEGs that were significantly upregulated during the process. Enrichment status is color-coded for different stage shifts. The bubble plot was scaled with the percentage of observed DEG for each GO term. Significantly enriched GO terms (Benjamini–Hochberg adjusted *p* < 0.05) are circled with red.

**Figure 4:**
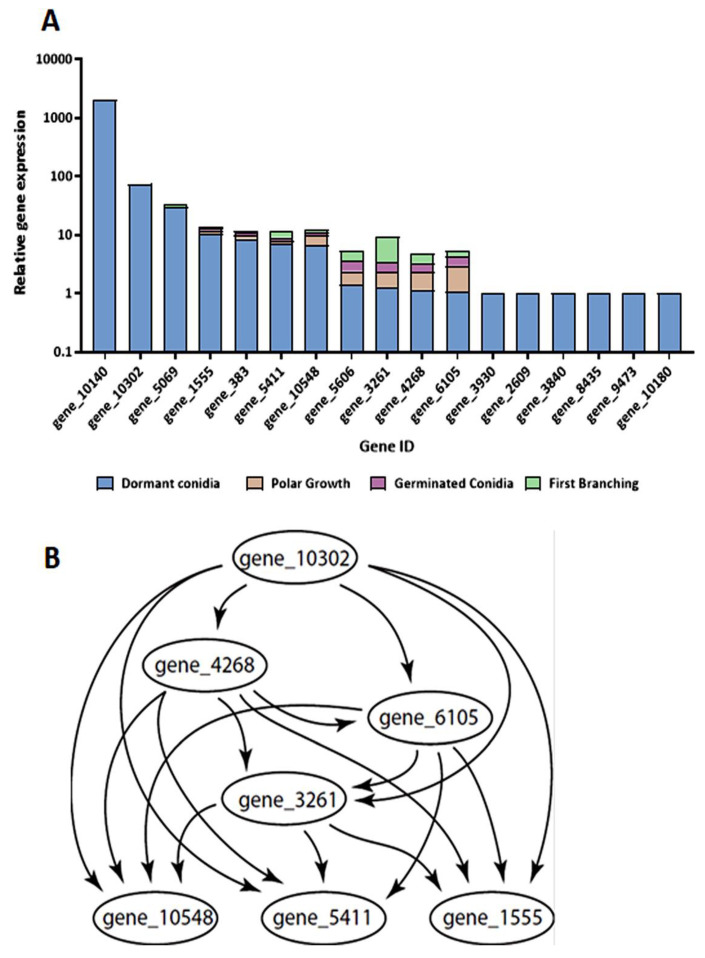
Relative gene expression and regulatory interactions of chitinases. (**A**) Log-scaled relative gene expression levels of chitinases across germination of *Trichoderma asperelloides*. Expression levels are expressed relative to the lowest (set as 1) among genes across the process. (**B**) Bayesian gene expression regulatory network was inferred from relative gene expression measurements for select chitinase-encoding genes.

**Figure 5:**
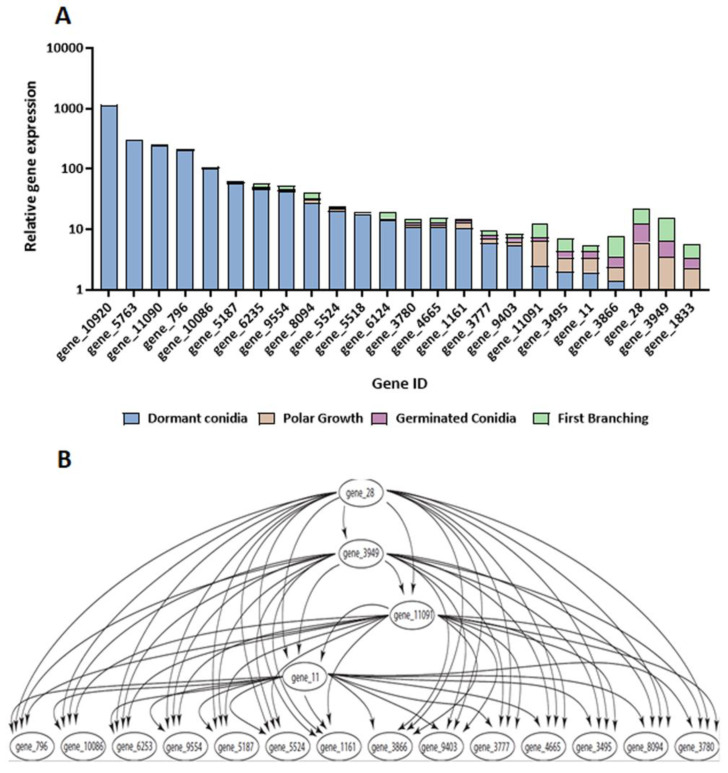
(**A**) Log-scaled relative expression levels of glucanases across conidial germination of *Trichoderma asperelloides*. Only glucanases with a minimal *r* value of 1 are presented. (**B**) Bayesian gene expression network, inferred from relative expression among select glucanase-encoding genes.

**Figure 6:**
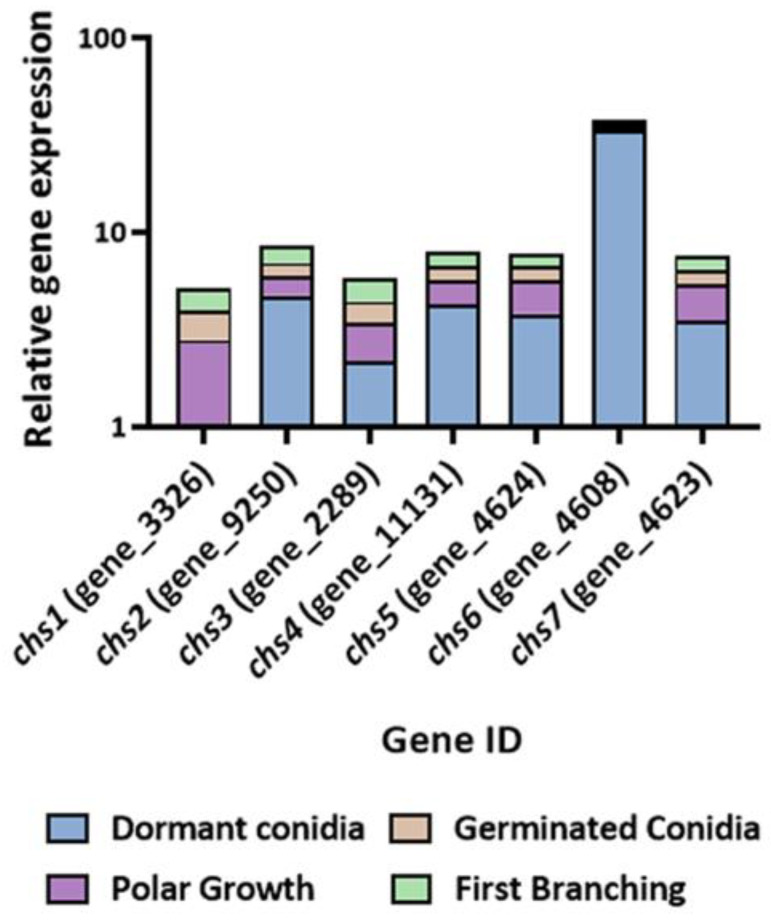
Log relative gene-expression levels of chitin synthases across the four-stage germination time course of *Trichoderma asperelloides*. Gene expression was determined by RT-PCR. Values shown are based on three biological repeats, with whiskers signifying one standard error. Gene expression was normalized to *tef1*. The threshold cycle (2^−ΔΔCT^) method was used to determine fold changes in expression.

**Figure 7:**
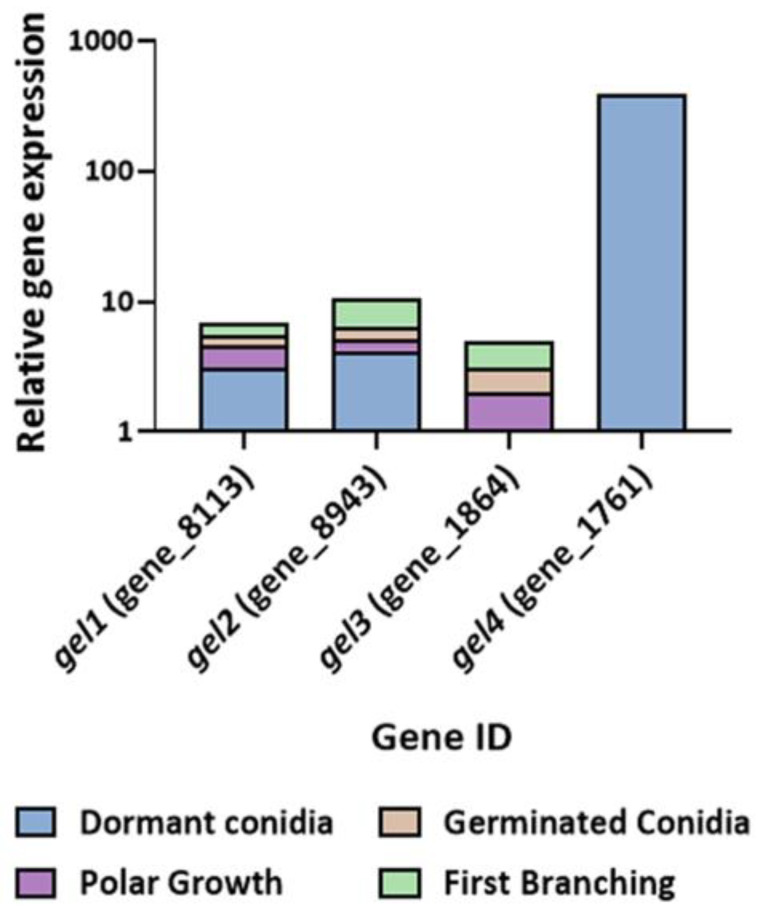
Log relative gene-expression levels of *Trichoderma asperelloides* glucan elongases across four stages of conidial germination. Gene expression was determined by RT-PCR. Values shown are based on three biological repeats, with whiskers signifying one standard error. Gene expression was normalized to *tef1*. The threshold cycle (2^−ΔΔCT^) method was used to determine fold changes in expression.

**Figure 8:**
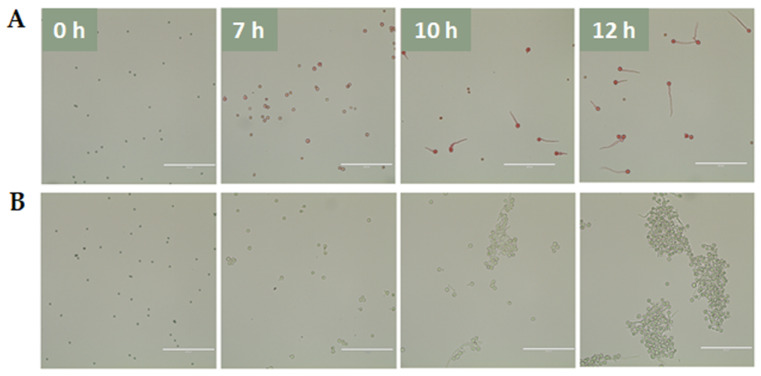
Germination of T203 conidia imaged at four time points (white numbers). Germination in (**A**) 0.5 mM Congo Red and (**B**) PDB. Scale bar: 100 µm for all images.

**Figure 9:**
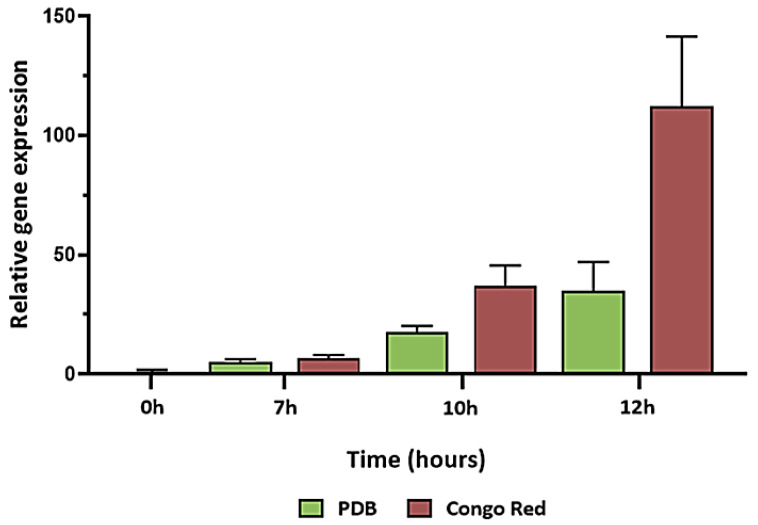
Expression levels calculated as of *gel3* during germination in PDB and in the presence of 500 µM Congo Red. Gene expression was determined by RT-PCR. Values shown are based on three biological repeats, with whiskers signifying one standard error. Gene expression was normalized to *tef1*. The threshold cycle (2^−ΔΔCT^) method was used to determine fold changes in expression. Standard errors (whiskers) were based on three biological replicates.

**Figure 10:**
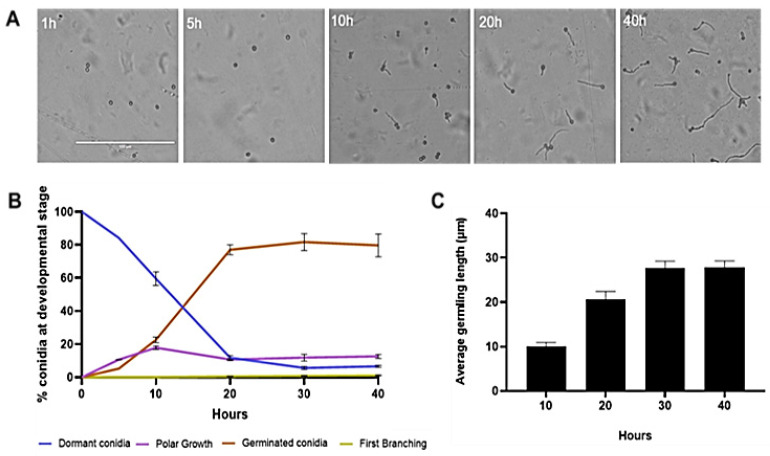
Phenotypic characterization of conidia germinating on *R. solani* host. (**A**) Conidia germinated on *R. solani* were imaged at different time points, as indicated. Scale bar: 100 µm for all images. (**B**) Conidial germination as a percentage over time, determined by live-cell imaging. (**C**) Average germling length, quantified by *n* = 50 randomly selected conidia for each time point. Error bars describe standard deviations of the mean for three biological replicates.

**Figure 11:**
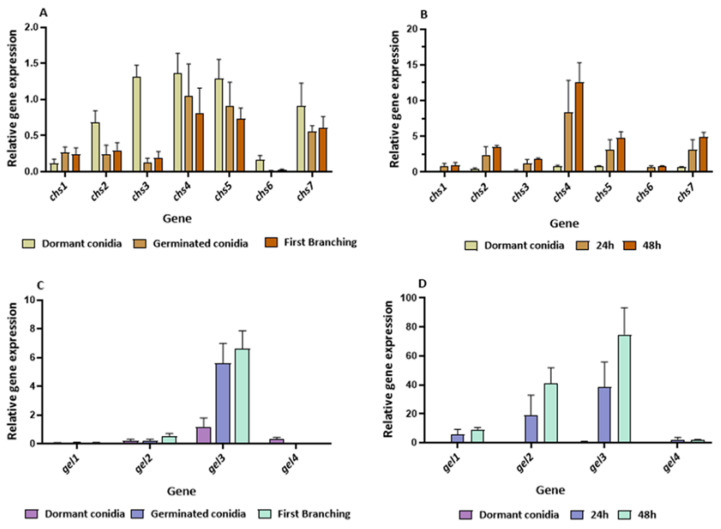
Expression levels of *chs1*–*chs7* during germination (**A**) on solid medium or (**B**) on the host *Rhizoctonia solani.* Expression levels of *gel1*–*gel4* genes during germination (**C**) on solid medium or (**D**) on the host *R. solani*. Gene expression was determined by RT-PCR. Values shown are based on three biological repeats, with whiskers signifying one standard error. Gene expression was normalized to *tef1*. The threshold cycle (2^−ΔΔCT^) method was used to determine fold changes in expression.

**Table 1:** Primers used in this study.

Gene Name	Primer Designation	Sequence (5′ to 3′)
Translation elongation factor 1α	tef1α F tef1α R	TGACGGCAACCCCACTATCG CGAGTTCGGCGGCTTCCTAT
Chitin synthase 1	CHS1F CHS1R	CATTACGGTGTTGCCCGGTG GCCCATGGCCAGTTTCATCG
Chitin synthase 2	CHS2F CHS2R	CCGACGGGTGGCATCAAAAG GTTCGCCGTGAGGGTTTTCG
Chitin synthase 3	CHS3F CHS3R	CGCCAAGCAGCAAGTGAACA GTGTTCGGCGATGAACCAGC
Chitin synthase 4	CHS4F CHS4R	GGGTATTCCGTTGGAGGCGA GAGCCCTCAGCAAGGGTGAT
Chitin synthase 5	CHS5F CHS5R	GATACCGTTGTCGCCCCAGA ATTAGTCAGGGCCGTCTCGC
Chitin synthase 6	CHS6F CHS6R	ACCGCCATCGTTGGTGTAGT CACGCAGAGCACGTTGATGG
Chitin synthase 7	CHS7F CHS7R	CACCGTACTCCGACTTCCCC ACCGAAGCCTGGGGATAAGC
Glycosyl-elongase 1	GEL1F GEL1R	GTGAGATCCCCGTCGGCTAC GGGTCGCACCACGAATAGGA
Glycosyl-elongase 2	GEL2F GEL2R	GAACCGACTTTGTCGACGCC CCCGACTTGGGGTCGTATCC
Glycosyl-elongase 3	GEL3F GEL3R	ACGACGTCGATATCCGCTCC AGCGGTCTCGGTGTCATAGC
Glycosyl-elongase 4	GEL4F GEL4R	ACTTTGCCGCGCTTCAGAAC ACTGCTGGGCAGTCTTCAGG

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof8080854/s1, Table S1: RNAseq statistics for 4 stages of conidial germination of *T. asperelloides* on PDA.; Table S2: LOX measurements of *T. asperelloides* transcriptomics with detailed functional annotations.; Table S3: GO terms enrichment analysis during *T. asperelloides* condial germination. Genes that are significantly differentially expressed were annotated for each pair of stage comparisons; Table S4: Gene designations and links for Chitinases, Glucanases, Chitin Synthases and Glucan Elongases.

How the deposited data were processed for this re-analysis (not part of the article)

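The data were RNA sequencing counts from *T. asperelloides* T203 grown on potato dextrose agar at 28 °C, in 10 libraries: 3 of dormant conidia, 1 of polar growth, 3 of germinated conidia and 3 of first branching. The authors trimmed reads with fastp 0.21.0, aligned them with HISAT2 2.1.0, left out alignments of low quality and counted reads per gene with StringTie 1.3.3b. The methods give 101 bp reads and a Kapa library kit, while the sample descriptions give 76 bp and a TruSeq kit and Table S1 gives 75 or 76 bp per library; only the lengths of Table S1 entered a calculation. The counts are whole numbers for 11166 genes, not scaled to library size. A second deposited file holds values the authors made with LOX from the counts of all libraries. Its ratio values are levels per stage, as deposited by the authors, scaled so that the lowest nonzero stage of each gene is 1. Its p-value columns are the authors' LOX probabilities, not adjusted for multiple testing, that 1 stage is higher than the next. This file was used only to compare with the paper's counts. A part of it on another species was not used. Of the gene names, 11165 matched a locus tag of the reference annotation, from which product names and gene lengths were taken. No genomic positions are given, because the assembly behind that annotation could not be shown to be the one the reads were aligned to.

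Total counts were 20640515, 18331253 and 19538563 in dormant conidia, 15498842 in polar growth, 19944162, 26218367 and 34601201 in germinated conidia, and 23887290, 30062556 and 29085946 in first branching. A count of 0 is treated as up to 3 counts over the libraries of the stage, which covers counting error only. Library totals, TMM factors and filtering came from edgeR 4.0.16 in R 4.3.3. Genes kept by filterByExpr with the stages as groups, 10083 of them, were tested with the quasi-likelihood F test of a model with 1 mean per stage, fitted to all 10 libraries, and called at a Benjamini-Hochberg adjusted p under 0.05. The standard error of a log2 fold change is its size divided by the square root of the F statistic. The comparisons were stage 1 to 2, 2 to 3, 3 to 4, 1 to 3 and 1 to 4. The spread of polar growth cannot be measured from 1 library and was pooled from the other stages. LOX, the tool behind the paper's tests, was not run.

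In 30 lists of genes, defined by product names before the data were examined, the called members were counted over all genes and adjusted over the list alone. Part of Table S2 and of the paper's figures had been seen when the lists were written. The lists were tested with camera in limma 3.58.1 at a preset correlation of 0.01, and with an estimated correlation and fry as alternatives. Camera compares the members with the other genes, while fry asks whether the members changed at all. A list can thus pass fry without changing more than other genes. Each of these p is adjusted over the 30 lists of a comparison. Of these 30 lists in 5 comparisons, the text describes those that bear on a statement of the paper or that had most of their members called, a choice partly made after the values were seen. Genes were named by a rule fixed before the data were examined: every gene the paper names by number or prints in the labels of Figures 4 to 7, the 6 largest rises and 6 largest falls of a comparison among called genes with at least 50 CPM in the higher stage and separated replicates, and from each list the 2 most abundant members and the 2 with the largest called change. The text gives a selection of these. Detection counted genes at 1 CPM or more of the library total in every library of a stage, a looser minimum for dormant conidia than by TMM, whose factors were 1.63 to 2.06 there and 0.66 to 0.874 later.

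The alternatives set before the data were examined were DESeq2 1.42.0 with its own size factors, DESeq2 size factors, upper-quartile factors and library size alone in edgeR, no filter, unadjusted p, a 2-fold minimum, only the 2 stages compared, a block for the replicate number, a term for the read length, leaving out each replicate, other detection thresholds, and gene length. Chosen after seeing the data were dormant conidia replicates 1 and 2 summed, stages 2 to 4 only, the 75 bp or the 76 bp libraries only, list tests from the 2 stages or without dormant conidia replicate 3, thinned counts, detection by TMM-normalized CPM, counts relative to *tef1*, the level of gene_1239 without germinated conidia replicate 3, levels of the *gel* genes by library size and without first branching replicate 3, and leaving out replicates in the test of stages 3 and 4 only.

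The test was tried on simulated counts with the spread of these libraries, in which 200 genes were changed. Of 100 genes changed 4-fold, it recovered 1 from stage 1 to 2, 0 from stage 2 to 3, 42 from stage 3 to 4, 43 from stage 1 to 3 and 49 from stage 1 to 4, with at most 2 unchanged genes called in a comparison. Of 100 genes changed 2-fold, it recovered at most 4. With the libraries of stages 3 and 4 alone it recovered 44 of 100 genes changed 4-fold and 13 of 100 changed 2-fold, with 6 unchanged genes called. Tables and plots were made with Python 3.11.15, pandas 2.3.3, numpy 2.4.6 and matplotlib 3.10.9. The RT-PCR, Congo Red and confrontation experiments have no counts among these files and were left out, as was the enrichment of gene ontology terms, whose annotation was not at hand.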

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

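The gene lists here were picked because at least 75% of their tested members were called in 1 direction, a share set after the values were seen. Among the tests of explanations, those on a uniform background, on depth with a minimum of 10 counts and on the level of the genes higher in replicate 3 were chosen after the result was seen, as were the counts of other splits of the samples and the thinning of counts.

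In lists of translation factors, aminoacyl-tRNA synthetases and genes of DNA replication and histones, which the paper does not name, most members rose from dormant conidia to first branching by edgeR. Of 22 tested translation factors 20 rose, among them elongation factor 1-alpha (gene_2469), from 2204 ± 139 to 27170 ± 3110 CPM (SD, n = 3; log2 fold change 3.62, standard error 0.14, adjusted p = 3.27e-07). Of 22 aminoacyl-tRNA synthetases 19 rose and 2 fell. All 25 tested ribosome biogenesis genes and 14 of 15 mitochondrial ribosomal proteins rose as well, which fall under the ribonucleoprotein complexes the paper names. Of 24 tested genes of DNA replication and histones 18 rose and none fell, among them proliferating cell nuclear antigen (gene_7279), the sliding clamp of DNA polymerase, from 26.6 ± 1.56 to 443 ± 182 CPM (log2 fold change 4.06, standard error 0.34, adjusted p = 9.94e-06). The counts adjusted over the list alone were the same for these 5 lists. None of the lists passed camera with an estimated correlation (adjusted p = 0.138 for translation factors, 0.155 for ribosome biogenesis, 0.138 for mitochondrial ribosomal proteins, 0.069 for the synthetases and 0.138 for DNA replication with an estimated correlation). By fry each of these 5 lists was higher (adjusted p from 5.70e-07 for the synthetases to 2.26e-05 for DNA replication). The list of trehalose and glycogen genes had 1 tested member, and it fell.

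Replicate 3 of the dormant conidia stood apart from replicates 1 and 2, with 2386 genes over 2-fold higher and 1217 over 2-fold lower, among them the HSP20-like chaperone gene_3016 (1001, 1033 and 3.73 CPM in the 3 replicates). RNA of germinated conidia in replicate 3 would raise ribosomal proteins, but their median log2 ratio between replicate 3 and the others was 0.00 (SD 0.49 over 103 genes), or 0.33 with library size alone, by which *tef1* was also higher (4852 CPM against 3539 and 3421). A small admixture stays open, but as a mixture cannot exceed its parts it does not account for most of the difference: 1866 of the 2386 higher genes (78.2%) were in replicate 3 at more than 2 times their level in every other library. A general difference between 75 bp and 76 bp libraries would recur in the later stages, but the lower correlation across genes with the same contrast there was 0.047 (germinated conidia; 0.17 in first branching). A batch that touched dormant conidia alone stays open, and no biological explanation was tested. Replicates 1 and 2 were also the closest pair of all (chi-square per degree of freedom 3.49, against 57.7 to 222 in the later stages). These values do not tell whether replicate 3 is unusual or the other 2 are unusually alike. With replicates 1 and 2 summed, edgeR called 2573 genes up and 3753 down from stage 1 to 4, against 2883 and 3977.

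More genes were detected in dormant conidia than later. The total of counts per library does not account for it. With all libraries thinned to the same total, dormant conidia still had 1616 more genes with at least 10 counts in every library than the highest later stage. Thinning did not equalize the counts left for most genes: TMM factors were 1.63 to 2.06 in dormant conidia and 0.66 to 0.874 later. A minimum of 10 counts was thus looser in dormant conidia, and how much of the difference this makes stays open. By TMM-normalized CPM, not thinned, the numbers were nearer, 8045 against 6926. A uniform background, such as genomic DNA, stays open: of the 524 genes with no count in any dormant conidia library, 419 had none in any library of the later stages either, and only 45 had at least 10 counts over the later libraries. An uneven background and a true difference between the stages were not tested and stay open as well.

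More genes fell than rose from stage 1 to 2 by edgeR over all 10 libraries, but not with these 2 stages only (1680 rose and 1666 fell). A few abundant genes that take many of the counts of germlings would lower all others, and leaving the 192 most abundant genes out of the totals raised the median log2 fold change by 0.25, from -1.39 to -1.14 (with 0.5 CPM added). TMM, which corrects for such genes if most others are unchanged, moved the fitted median further, from -1.96 with library size alone to -0.93, and the calls from 1182 up and 3993 down to 2251 and 2633. How much of the pattern such genes account for stays open, and the amount of RNA per conidium was not measured.

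Splits of 3 replicates against 3 are too few for a share under 0.05. From stage 1 to 3, 1 of 10 splits of the samples called as many genes as the real one, which was the real one (7093 genes, highest other split 0), and from stage 1 to 4 also 1 of 10 (6860 genes, highest other split 0). Every other split there put libraries of both stages in 1 group, which widens the spread within groups, so that their 0 calls decide nothing. From stage 3 to 4 the real split called 0 genes (unadjusted 690 up and 149 down, DESeq2 142 and 10). All 10 splits called as many, and the highest other split called 1. As no split can call fewer than 0, this outcome was fixed in advance.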

How the results depend on the processing

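The settings chosen only after the data were seen were the 75 bp and 76 bp libraries alone, stages 2 to 4 alone, the tests of stages 3 and 4 that leave out a replicate, dormant conidia replicates 1 and 2 summed, the list tests from the 2 stages only or without dormant conidia replicate 3, the thinned counts, detection by TMM-normalized CPM, counts relative to *tef1*, the level of gene_1239 without germinated conidia replicate 3, and the levels of the *gel* genes by library size and without first branching replicate 3. Where a value moved, the cause was not tested. The counts of genes changed from dormant conidia kept within 1.5 times under DESeq2, its size factors, upper quartile, no filter, the read length term and a 2-fold minimum. With a block for the replicate number they were 2042 up and 2199 down from stage 1 to 2, but the numbers do not pair the samples (correlations of same-numbered replicates across genes from -0.17 to 0.16).

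With library size only, 1182 rose and 3993 fell from stage 1 to 2 (all of them specific to that transition), 1367 rose from stage 1 to 3 and 1449 from stage 1 to 4. With the 2 stages only, 1666 fell from stage 1 to 2. Within the 76 bp libraries, 3489 rose and 4795 fell from stage 1 to 2, 2033 and 2217 from stage 2 to 3, and 2277 and 1718 from stage 3 to 4, all resting on the spread of dormant conidia replicates 1 and 2. Within the 75 bp libraries, 2486 rose and 3296 fell from stage 1 to 4. At an unadjusted p, 129 and 114 were called from stage 2 to 3 and 690 and 149 from stage 3 to 4, of which 84 and 72, and 631 and 115, in 1 transition only. From stage 3 to 4, where edgeR called 0, DESeq2 called 142 up and 10 down (134 and 5 in that transition only), the read length term 96 up and upper quartile 1 up. Leaving out 1 replicate gave 2036 to 2732 up and 2244 to 3547 down from stage 1 to 2, the highest without dormant conidia replicate 3, and 0 to 6 up and 0 down from stage 3 to 4. The test of stages 3 and 4 alone called 0 with all their libraries. Leaving out 1 replicate there gave 0 to 116 up and 0 to 3 down, the highest without first branching replicate 1. Without germinated conidia replicate 2 it gave 26 up.

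With an estimated correlation, none of the lists named here passed: adjusted p was 0.12 for ribosomal proteins, 0.16 for the proteasome, 0.0676 for actin, tubulin and motors and 0.495 for transporters from stage 1 to 2; 0.344 for septins, 0.353 for transcription factors, 0.138 for the respiratory chain, DNA replication, mitochondrial ribosomal proteins and translation factors, 0.155 for ribosome biogenesis, 0.069 for tRNA synthetases and 0.572 for cytochrome P450 from stage 1 to 4; and 0.374 for septins and ribosomal proteins and 0.598 for glucanases from stage 3 to 4. By fry, the lists just named for stage 1 to 2 and stage 1 to 4 passed. Adjusted p by fry was 0.164 for septins, 0.289 for ribosomal proteins and 0.394 for glucanases from stage 3 to 4. It was 0.0469 for protein kinases from stage 1 to 4. With library size only, camera gave 0.117 (proteasome) from stage 1 to 2, 0.0612 (septins) and 0.0625 (cytochrome P450) from stage 1 to 4 and 0.00998 (proteasome) from stage 3 to 4. Glucanases from stage 3 to 4 had 0.0623 without dormant conidia replicate 3 and 0.0146 with only the libraries of these 2 stages, both by camera.

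Of the log2 fold changes of single genes, 11 lost and 5 gained a call with library size only, 6 gained one with DESeq2, 7 at an unadjusted p and 13 within the 76 bp libraries. A call was lost by 5 within the 75 bp libraries, by 3 with the 2 stages only, by 3 with dormant conidia replicates 1 and 2 summed, by 2 at a 2-fold minimum, and by 1 each with DESeq2 size factors, a replicate block and a read length term, which also gave 1. Without dormant conidia replicate 1, 2 and 3, calls were lost by 3, 3 and 1 and gained by 4 without replicate 3; without any 1 germinated conidia replicate 1 was lost; and without first branching replicate 1, 2 and 3, calls were lost by 2, 3 and 2 and gained by 1 without replicate 1. Those that turned sign were not called by edgeR. With library size only, gene_11 had -0.69, *chs3* -0.83, *chs7* -0.87 and *gel2* -0.06; within the 76 bp libraries *gel1* had 0.12 and *gel2* -0.14; *chs5* had 0.01 with the 2 stages only and -0.22 to 0.05 when a replicate was left out, *chs7* -0.02 to 0.22 and *gel1* -0.41 to 0.26. Divided by gene length, *chs5* ranked 2, *chs3* 1 and *chs1* 5. Depth limits genes near the floor of 3 counts, such as gene_8825 and gene_11091.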

Differences from the paper's values

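Counts of the paper are at its stated LOX p under 0.05, unadjusted. Those given here are at an adjusted p under 0.05 from edgeR, which is another test, with the unadjusted counts beside them. The normalization differs too: in the *chs* and *gel* genes the LOX levels followed CPM of the library total, not TMM-normalized CPM. For *chs3* LOX gave 2.2 in dormant conidia and 1.0 in germinated conidia. CPM of the library total were 444.2 and 199.4 there, and TMM-normalized CPM 254.2 and 269.5. Values with library size alone are therefore nearer in scale to the paper's. The authors' deposited LOX values gave 8026 genes down and 2214 up from stage 1 to 2 at a threshold of 0.05 and 7932 and 2153 at 0.01, 4161 and 2414 at 0.05 and 3606 and 2174 at 0.01 from stage 2 to 3, and 2456 and 4763 at 0.05 and 2182 and 4305 at 0.01 from stage 3 to 4. The paper's 3184 genes down from stage 2 to 3 were the number at 0.001. This comparison of thresholds was made after seeing the data.

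From stage 1 to 2 the paper's count of genes up is 2152, and 2251 were found. The paper's count of genes down is 7932, and 2633 were found, or 3270 at an unadjusted p. None of the alternatives set before the data were examined came within 1.5 times of it. From stage 2 to 3 the paper's counts are 3184 down and 2174 up, and edgeR and DESeq2 called 0 and 0 (114 and 129 at an unadjusted p from edgeR). No such alternative came within 1.5 times. The 76 bp libraries, chosen after seeing the values, set 1 polar growth library against 1 of germinated conidia. Their spread came from 2 dormant conidia libraries alone, so that the counts called there are not set beside the paper's. From stage 3 to 4 the paper's counts are 2182 down and 4305 up, and edgeR called 0 and 0, DESeq2 10 and 142 (149 and 690 at an unadjusted p from edgeR). No alternative set before the data were examined came within 1.5 times. The 76 bp libraries, chosen after seeing the values, set 1 library of germinated conidia against 1 of first branching. Their spread came from dormant conidia replicates 1 and 2 alone, so that the counts called there are not set beside the paper's.

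For genes specific to 1 transition, the paper's count from stage 1 to 2 is 1214 up, and 2251 were found; with library size only it was 1182, within 1.5 times, and under the other alternatives set before the data were examined it was not. The paper's count of genes down in that transition only is 5550, and 2633 were found; library size only gave 3993, within 1.5 times, and the others did not come within it. From stage 2 to 3 the paper's count is 862 up, and 0 were found (84 at an unadjusted p, 0 by DESeq2). From stage 3 to 4 the paper's counts are 2961 up and 534 down, and 0 and 0 were found (631 and 115 at an unadjusted p, 134 and 5 by DESeq2). None of the alternatives set before the data were examined came within 1.5 times in these 3 cases.

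For gene_2212 the paper's level after germination began is less than 0.1% of that in dormant conidia, and the fitted level was 0.273% in polar growth. With library size only it was 0.137%, within 1.5 times, and under the other alternatives set before the data were examined it was not. In germinated conidia the fitted level was 0.156%, against the paper's less than 0.1%, with no count in 1 of the 3 replicates. It was within 1.5 times with DESeq2 size factors (0.144%), the DESeq2 test (0.134%), library size only (0.0672%), a read length term (0.0972%), a replicate block (0.125%), upper quartile (0.15%), without dormant conidia replicate 3 (0.142%), without germinated conidia replicate 2 (0.138%) or 3 (0.106%), and without first branching replicate 3 (0.15%). With 2 stages only, with no filter and without each other library it was not. In first branching the fitted level was 0.0817%, which meets the paper's value, but 1 replicate had no count, and it was 0.119% without replicate 1 and 0.0449% without replicate 2.

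The paper states that *chs2* appeared to be the most abundant chitin synthase transcript in dormant conidia. By CPM *chs2* ranked 5 of 7 in every dormant conidia library, and also when divided by gene length. The values of Figures 6 and 7 match the authors' LOX levels, which set the lowest stage of each gene to 1 and so cannot rank genes against each other; on that scale *chs6* had 34.0 in dormant conidia and *chs2* 4.75, the highest after it. It states that *gel1* and *gel2* were most abundant in dormant conidia: within the family *gel3* was the highest, and across stages *gel1* had 11.3 ± 4.47 CPM in dormant conidia and 11.8 CPM in polar growth, and *gel2* had 31.1 ± 6.78 CPM in dormant conidia and 63.2 ± 42.5 CPM in first branching (SD, n = 3 each), or 39.1 CPM without first branching replicate 3. With library size alone both were highest in dormant conidia, as the paper states across stages: *gel1* had 20.9 ± 11.3 CPM there and 10.3 CPM in polar growth, and *gel2* had 54.1 ± 5.46 CPM there and 52.0 ± 37.3 CPM in first branching. It counts 8 chitinases as detected in dormant conidia only, and states no minimum. By a minimum of 1 CPM 2 of the 17 were, and by 1 CPM of the library total 4. Any count in dormant conidia and none later held for 6, a tally made after seeing the values. These 6 do not include the former 2, and only gene_2609 among them had counts in every dormant conidia replicate. The paper's gene_8825 had 20 counts in dormant conidia, too few to show the fall it states. It describes enhanced transcription factor activity from a gene ontology class whose members were not at hand. In another set, the 144 tested transcription factors listed by product name, 91 fell and 4 rose from stage 1 to 4.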

Other observations

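The comparison with *tef1* was chosen after the data were seen, as was the choice of genes in the next paragraph; the lists were fixed before.

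Cytochrome P450 genes encode oxidases of secondary and xenobiotic metabolism. Of 61 tested, 33 fell and 7 rose from dormant conidia to first branching by edgeR, also when adjusted over the list alone. Without dormant conidia replicate 3, 33 fell and 11 rose. Over all 10083 tested genes, with all libraries, 2883 rose and 3977 fell between these stages. The P450 list was lower by camera (adjusted p = 0.00366), but not with library size alone (adjusted p = 0.0625) or with an estimated correlation (adjusted p = 0.572 with an estimated correlation). By fry it was lower (adjusted p = 0.00241). Of 35 chaperones and heat shock genes 19 rose and 8 fell. The HSP70 family member gene_6150 rose from 327 ± 97.5 to 7423 ± 719 CPM (SD, n = 3; log2 fold change 4.50, standard error 0.24, adjusted p = 1.09e-06 from edgeR). Of 35 genes of the glyoxylate cycle and beta-oxidation, by which stored lipids are used, 21 fell and 9 rose (22 and 10 when adjusted over the list alone), and of 11 genes of hydrophobins and conidiation 6 fell and 2 rose. Neither of these 2 lists was called by camera (adjusted p = 0.194 and 0.393), while by fry both were lower (adjusted p = 1.18e-04 and 0.0404). Of 25 glycolysis genes 9 rose and 8 fell.

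The transcript of *tef1* (gene_2469), the reference gene of the paper's RT-PCR, was a larger part of the counts after dormancy, with 3421 to 4852 CPM of the library total in dormant conidia and 17750 to 25000 in the later libraries. The product name identified it. Relative to *tef1*, 96.2% of tested genes were lower in first branching than in dormant conidia, against 59.1% with TMM, a difference of 37.1 percentage points. Division by *tef1* lowers every gene by the rise of *tef1* itself, so that this difference follows from that rise and tests nothing further. The RT-PCR data of the paper were not among the files and were not compared.

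The file name of the deposited LOX table gives 25 °C where the methods give 28 °C, and the legends of Figures 6 and 7 name RT-PCR for values that match the authors' LOX table. Figure 5 labels a gene as gene_6253 in panel B and as gene_6235 in panel A, and it was counted once, as gene_6235.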
